# Disruption of the ATXN1-CIC complex reveals the role of additional nuclear ATXN1 interactors in spinocerebellar ataxia type 1

**DOI:** 10.1016/j.neuron.2022.11.016

**Published:** 2022-12-27

**Authors:** Stephanie L. Coffin, Mark A. Durham, Larissa Nitschke, Eder Xhako, Amanda M. Brown, Jean-Pierre Revelli, Esmeralda Villavicencio Gonzalez, Tao Lin, Hillary P. Handler, Yanwan Dai, Alexander J. Trostle, Ying-Wooi Wan, Zhandong Liu, Roy V. Sillitoe, Harry T. Orr, Huda Y. Zoghbi

## Abstract

Spinocerebellar ataxia type 1 (SCA1) is a paradigmatic neurodegenerative disease in that it is caused by a mutation in a broadly expressed protein, ATXN1; however, only select populations of cells degenerate. The interaction of polyglutamine-expanded ATXN1 with the transcriptional repressor CIC drives cerebellar Purkinje cell pathogenesis; however, the importance of this interaction in other vulnerable cells remains unknown. Here, we mutated the 154Q knockin allele of *Atxn1*^*154Q/2Q*^ mice to prevent the ATXN1-CIC interaction globally. This normalized genome-wide CIC binding; however, it only partially corrected transcriptional and behavioral phenotypes, suggesting the involvement of additional factors in disease pathogenesis. Using unbiased proteomics, we identified three ATXN1-interacting transcription factors: RFX1, ZBTB5, and ZKSCAN1. We observed altered expression of RFX1 and ZKSCAN1 target genes in SCA1 mice and patient-derived iNeurons, highlighting their potential contributions to disease. Together, these data underscore the complexity of mechanisms driving cellular vulnerability in SCA1.

## In brief

Coffin et al. show that global ablation of the ATXN1-CIC interaction normalizes aberrant SCA1 CIC genome-wide binding in mice; however, it does not correct all transcriptional or behavioral changes. They discovered that ATXN1 interacts with multiple factors to drive SCA1, revealing the mechanistic complexity that underlies regional vulnerability in neurodegenerative diseases.

## INTRODUCTION

Several neurodegenerative disorders, such as Alzheimer’s and Parkinson’s disease, are characterized by region and cell-specific degeneration, despite broad expression of the disease-causing protein.^1^ However, the mechanisms driving this regional vulnerability are unknown. One such disease, spinocerebellar ataxia type 1 (SCA1), is an autosomal dominant neurodegenerative disorder affecting 1 in 100,000 people.^2^ Symptoms of SCA1 include motor incoordination, dysarthria, and breathing and swallowing deficits due to degeneration of cerebellar and brainstem neurons.^3^ SCA1 is caused by the expansion of CAG repeats encoding the polyglutamine (polyQ) tract in ATAXIN-1 (ATXN1).^4,5^

ATXN1 forms a native complex with the transcriptional repressor Capicua (CIC) and when polyQ-expanded ATXN1 binds CIC, the complex acquires a toxic gain of function that results in the hyper-repression of CIC target genes.^6,7^ A transgenic mouse model expressing polyQ-expanded *ATXN1* exclusively in cerebellar Purkinje cells (PCs) tested the importance of the ATXN1-CIC complex in SCA1 cerebellar phenotypes.^8^ Prevention of ATXN1-CIC binding rescued SCA1 cerebellar phenotypes,^9^ demonstrating that this interaction is critical for cerebellar PC pathology. A key question, however, is whether CIC mediates ATXN1 toxicity in other vulnerable cells in SCA1.

Here, we sought to resolve the brain-wide contributions of the ATXN1-CIC complex in SCA1 by mutating the two amino acids critical for the interaction of ATXN1 with CIC in a SCA1 knockin mouse model (*Atxn1*^*154Q/2Q*^) that recapitulates all human SCA1 phenotypes.^10^ Surprisingly, disruption of the ATXN1-CIC complex only partially improved motor coordination, respiration, and lifespan but did not affect other phenotypes. With these findings, it was evident that CIC is not the sole driver of SCA1 toxicity; hence, we conducted molecular and proteomic analyses to reveal CIC-independent molecular changes and searched for novel drivers of disease. This revealed three novel transcription factors that interact with ATXN1 and could contribute to SCA1 pathogenesis.

## RESULTS

### The ATXN1-CIC interaction is critical for SCA1 pathogenesis in cerebellar purkinje cells

Previous work showed that amino acids V591 and S602 in the AXH domain of human ATXN1 are critical for its interaction with CIC and for driving toxicity in cerebellar PCs;^9,11^ however, it remained unclear if the same amino acids regulate the interaction in the mouse and contribute to SCA1 pathology beyond PCs. The AXH domain is 98% conserved between human and mouse, and V591 and S602 exist in mouse (Figure 1A). To test if the function of these amino acids is conserved, we introduced a valine-to-alanine mutation at position 591 (V591A) and a serine-to-aspartic acid mutation at position 602 (S602D) on the expanded *Atxn1*^*154Q*^ allele of the *Atxn1*^*154Q/2Q*^ knockin mouse to generate the novel *Atxn1*^*154Q[V591A;S602D]/2Q*^ model. Sequencing confirmed the correct mutations in the F1 offspring of the CRISPR-Cas9 modified founder mouse (Figure 1B). We found that these mutations did not impact mRNA or protein stability of *Atxn1* and *Cic* (Figures 1C and 1D). Finally, to ensure these mutations do not cause unexpected effects independent of the polyQ-expanded allele, we generated and characterized *Atxn1*^*2Q[V591A;S602D]/2Q*^ mice, which appeared no different from wild-type (WT) animals (Figures S1A-S1D).

To confirm disruption of the ATXN1-CIC interaction in mouse tissue, we immunoprecipitated CIC and blotted for ATXN1. Indeed, the V591A and S602D mutations ablate ATXN1^154Q[V591A;S602D]^ binding to CIC in all brain regions assayed (Figures 1E and S1E). Next, we characterized the motor incoordination phenotype in the SCA1 mice by quantifying their performance on a rotating rod, which we predicted would be rescued in the *Atxn1*^*154Q[V591A;S602D]/2Q*^. mice, similar to the results seen in the PC-specific manipulation.^9^ Surprisingly, the *Atxn1*^*154Q[V591A;S602D]/2Q*^ mice performed similarly to the *Atxn1*^*154Q/2Q*^ mice until 24 weeks of age, when the *Atxn1*^*154Q[V591A;S602D]/2Q*^ mice performed significantly better than the *Atxn1*^*154Q/2Q*^ mice (Figures 1F and S1F-G). The varying degree of behavioral rescue here and in the PC-specific model suggests there are cell-type-specific effects of the ATXN1-CIC complex, which would not be captured in the PC-specific model. To explore the role of the ATXN1-CIC complex, specifically in cerebellar PCs, we first assessed the morphology of PCs. We found that the reduced molecular layer thickness of PCs in *Atxn1*^*154Q/2Q*^ mice, a hallmark of significant dendritic loss,^10^ was rescued in *Atxn1*^*154Q[V591A;S602D]/2Q*^ mice (Figure 1G). Examination of PC terminals in the fastigial nucleus, a key region for mediating vermis PC output to the brain and important in ataxia, demonstrated a reduction in PC terminals in *Atxn1*^*154Q/2Q*^ mice, which was rescued in the *Atxn1*^*154Q[V591A;S602D]/2Q*^ mice (Figure 1H). Last, as a functional measure of PC health, we conducted *in vivo* electrophysiology in anesthetized mice and recorded from PC neurons (Figure 1I). This analysis demonstrated no change in simple spike firing rates between genotypes; however, we identified a significant reduction in complex spike firing rates in *Atxn1*^*154Q/2Q*^ mice, which was corrected to wild-type levels in the *Atxn1*^*154Q[V591A;S602D]/2Q*^ mice (Figure 1I). The preservation of simple spike rate indicates that polyQ-expanded ATXN1 does not grossly alter the intrinsic properties of PC function, although the degeneration of PC dendrites (Figure 1G) impacts their functional innervation by climbing fibers, as measured by abnormal complex spike activity.

These data show that V591A and S602D mutations fully ablate the ATXN1-CIC interaction brain-wide, and although this complex is key for SCA1 PC pathology, it is not the sole driver of toxicity in all cell types, as motor incoordination is only partially improved in *Atxn1*^*154Q[V591A;S602D]/2Q*^ mice.

### Loss of ATXN1-CIC binding partially improves SCA1 neurological phenotypes brain-wide

After determining the role of the ATXN1-CIC complex in the cerebellum, we tested if ablation of this complex improves SCA1 phenotypes brain-wide. We first characterized two prominent and robust general SCA1 phenotypes, the formation of the hunched posture (kyphosis) and the failure to gain weight after 8 weeks of age,^10^ both of which persisted in *Atxn1*^*154Q[V591A;S602D]/2Q*^ mice (Figures 2A and 2B).

Next, we evaluated learning and memory deficits, which are observed in some patients with SCA1, particularly in cases with juvenile onset.^12^ We performed the Barnes maze, a hippocampus-dependent memory task, where mice use spatial cues to find an escape tunnel.^13^ We found that *Atxn1*^*154Q/2Q*^ and *Atxn1*^*154Q[V591A;S602D]/2Q*^ mice both performed poorly relative to WT mice, needing more time to locate the tunnel (Figure 2C). SCA1 patients display respiratory dysfunction, which is recapitulated in the SCA1 knockin mouse model.^14^ We performed plethysmography to measure breathing and found reduced minute ventilation in *Atxn1*^*154Q/2Q*^ mice, which was improved to WT levels in the *Atxn1*^*154Q[V591A;S602D]/2Q*^ genotype (Figures 2D and S1H-I). SCA1 is typically lethal due to bulbar dysfunction 10–30 years after symptom onset.^3^ Therefore, we next assessed the lifespan and found that *Atxn1*^*154Q[V591A;S602D]/2Q*^ mice lived 9 weeks longer than *Atxn1*^*154Q/2Q*^ mice (Figure 2E).

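RNA-seq libraries from the cerebellum, brainstem, hippocampus, striatum, and cortex of 12 mice aged 10 weeks were analyzed here, 59 libraries in all. The mice were 4 WT mice (WT-70, WT-77, WT-220, and WT-221, as in the sample labels), 4 *Atxn1* 154Q/2Q mice (154Q-69, 154Q-71, 154Q-75, and 154Q-76), which carry an expanded CAG repeat in 1 *Atxn1* allele, and 4 *Atxn1* 154Q[V591A;S602D]/2Q mice (154Q-AXH-207, 154Q-AXH-209, 154Q-AXH-217, and 154Q-AXH-218), whose expanded allele also carries the substitutions that disrupt binding of ATXN1 to CIC. Each region and genotype had 4 libraries, apart from the brainstem of *Atxn1* 154Q[V591A;S602D]/2Q mice, which had 3. The numbers of all *Atxn1* 154Q/2Q mice lie in the lower number series and those of all *Atxn1* 154Q[V591A;S602D]/2Q mice in the higher one, with WT mice in both, so a difference between the series can be separated from genotype only through the WT mice. The authors trimmed paired-end reads with Trimmomatic, aligned them to the mouse genome GRCm38 with STAR, and deposited the number of read pairs that STAR counted on each gene, without normalization. The counts made without regard to strand were used. The mean number of read pairs per library, mapped or not, was 112 ± 14.9 M (SD, n = 12) in the cerebellum, 117 ± 14.4 M (SD, n = 11) in the brainstem, 111 ± 16.1 M (SD, n = 12) in the hippocampus, 47.0 ± 10.1 M (SD, n = 12) in the striatum, and 49.2 ± 4.37 M (SD, n = 12) in the cortex. The paper gives approximately 100 M paired-end reads per sample. The values below use the read pairs counted on genes. In the cerebellum, these ranged from 64416717 to 106215143 per library, with a median of 79822500 in WT, 82118086 in *Atxn1* 154Q/2Q, and 90792198 in *Atxn1* 154Q[V591A;S602D]/2Q mice. In the brainstem, they ranged from 75374074 to 112343574, with medians of 82493232, 97021293, and 89555042 in the same order. Hippocampal libraries held from 69468491 to 106942535, with medians of 80856709, 86866890, and 76123414. Striatal libraries held from 28058359 to 54719126, with medians of 37134564, 41549076, and 30682295. Cortical libraries held from 34530406 to 46174761, with medians of 42036417, 41154336, and 37915802.

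Of the 54232 mouse genes in each file, edgeR's filter on low counts kept 20874 in the cerebellum, 21754 in the brainstem, 21454 in the hippocampus, 18408 in the striatum, and 18610 in the cortex. For each region, all 3 genotypes were fitted in 1 model with TMM normalization, and a gene was called a DEG at an adjusted p value under 0.05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. *Atxn1* (ENSMUSG00000046876, chromosome 13 of GRCm38 from 45549755 to 45965008) was not called in either mutant genotype in any region. Its log2 fold changes against WT lay between 0.02 and 0.30 over the 10 comparisons, with a lowest adjusted p value of 0.0785 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. With DESeq2, *Atxn1* was called in the brainstem of *Atxn1* 154Q/2Q mice (log2 fold change 0.24, DESeq2 adjusted p = 0.00363 with Benjamini-Hochberg adjustment). With 1 library left out, edgeR called it in the brainstem of *Atxn1* 154Q/2Q mice without mouse WT-77 (log2 fold change 0.28, adjusted p = 0.0426, edgeR quasi-likelihood test with Benjamini-Hochberg adjustment) and in their hippocampus without mouse 154Q-76 (0.35, adjusted p = 0.0154, the same test). Because counts per gene show neither the repeat nor the substitutions, *Atxn1* could not be used to check the genotype of a library. For a pair of cortical libraries, labelled mouse 154Q-76 and mouse 154Q-AXH-207, the name of each deposited file gives the other mouse, and the labels were used. The hippocampal library labelled mouse 154Q-76 held both *Xist* (7.51 log2 CPM) and the Y-linked gene *Ddx3y* (5.71), and 36 brainstem marker genes reached a median of 52.2% of their WT brainstem level there. The cortical library labelled mouse WT-221 held *Xist* (8.90 log2 CPM) and almost no *Ddx3y* (-0.092), unlike the other 4 libraries of that mouse.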

To understand the contributions of the ATXN1-CIC complex to SCA1 transcriptional changes brain-wide, we conducted RNA-seq in five brain regions (cerebellum, hippocampus, brainstem, cortex, and striatum) at 10 weeks of age. 

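Against WT, the *Atxn1* 154Q/2Q mice had 1089 DEGs in the cerebellum (438 raised and 651 lowered), 117 in the brainstem (30 and 87), 1268 in the hippocampus (541 and 727), 1047 in the striatum (353 and 694), and 2066 in the cortex (818 and 1248). The *Atxn1* 154Q[V591A;S602D]/2Q mice had 462, 3, 279, 249, and 1330 DEGs in these regions. A *Atxn1* 154Q/2Q DEG was counted as rescued when its adjusted p value in *Atxn1* 154Q[V591A;S602D]/2Q mice was 0.05 or more. The rescued share was 66.8% (95% Wilson interval 63.9–69.5) in the cerebellum, 97.4% (92.7–99.1) in the brainstem, 81.4% (79.2–83.4) in the hippocampus, 77.1% (74.4–79.5) in the striatum, and 47.7% (45.5–49.8) in the cortex. These intervals cover only the counting of genes, which are not independent. To measure what the threshold alone gives, counts were simulated from the fitted means and dispersions, with equal means in both mutant genotypes. The highest rescued share in 40 such draws was 41.6% in the cerebellum, 79.1% in the brainstem, 45.0% in the hippocampus, 46.9% in the striatum, and 35.5% in the cortex, each below the observed share. These draws treat genes as independent and leave out effects that a library shares over many genes. Mutant libraries were therefore regrouped with as many mice of each mutant genotype in both groups. The highest share was then 51.1% in the cerebellum, 74.3% in the hippocampus, 54.5% in the striatum, and 47.5% in the cortex. Each is above the draws and below the observed share, in the cortex only narrowly. When the simulated *Atxn1* 154Q[V591A;S602D]/2Q mice carried 0.5 of the *Atxn1* 154Q/2Q change, the share lay between 89.5% and 100% over the 5 regions.

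**Figure D1:**
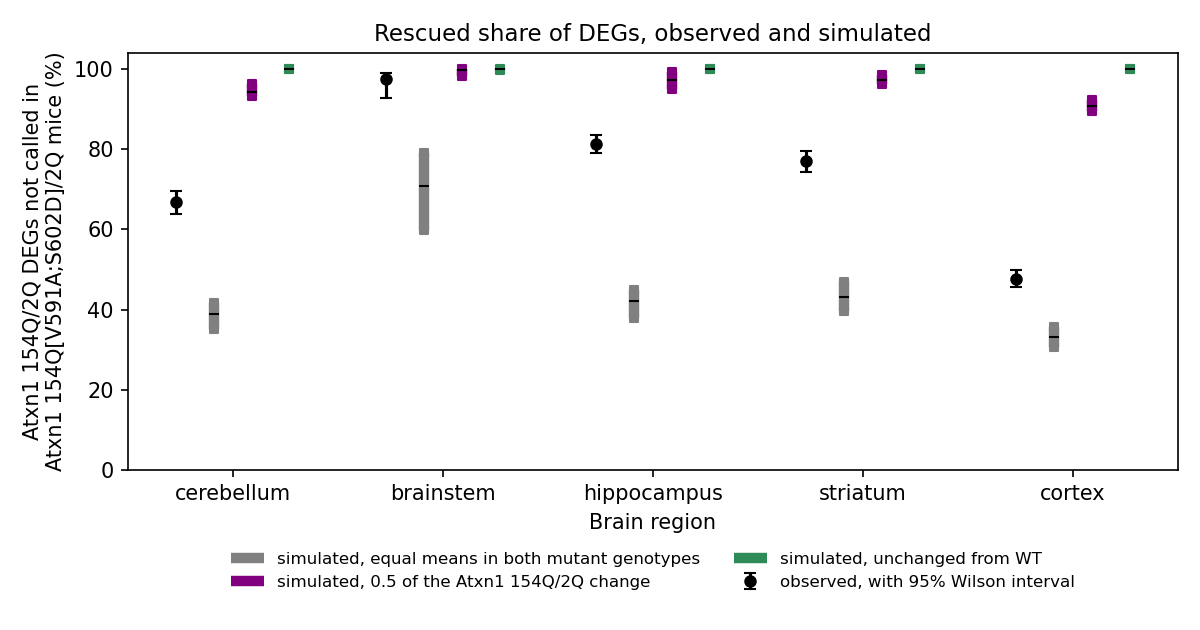
Share of *Atxn1* 154Q/2Q DEGs that were not called in *Atxn1* 154Q[V591A;S602D]/2Q mice (%), by brain region. Black points give the observed share with its 95% Wilson interval, and bars give the lowest to highest share in 20 simulated draws per region, with the median marked, for *Atxn1* 154Q[V591A;S602D]/2Q mice with the same means as *Atxn1* 154Q/2Q mice, with 0.5 of the *Atxn1* 154Q/2Q change, or unchanged from WT. The observed shares, from 47.7% in the cortex to 97.4% in the brainstem, lie above the bars for equal means. The draws treat genes as independent, so the bars may understate the spread.

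With a fit of only the 2 genotypes compared, the share was 92.7% in the striatum and 29.8% in the cortex. With DESeq2, the share was 55.4% in the cerebellum, 86.5% in the brainstem, 68.0% in the hippocampus, 68.3% in the striatum, and 45.1% in the cortex. A single library moved several of these values. Without the hippocampal library labelled mouse 154Q-76, *Atxn1* 154Q[V591A;S602D]/2Q mice had 786 hippocampal DEGs and a rescued share of 58.4%, and without mouse WT-221 they had 105. Without mouse WT-220, *Atxn1* 154Q/2Q mice had 704 hippocampal DEGs, and *Atxn1* 154Q[V591A;S602D]/2Q mice had 610 striatal DEGs with a rescued share of 53.8%. Without mouse 154Q-AXH-209, the striatal count in *Atxn1* 154Q[V591A;S602D]/2Q mice was 101, and without mouse 154Q-69 the striatal count in *Atxn1* 154Q/2Q mice was 501. Without mouse 154Q-AXH-207, *Atxn1* 154Q[V591A;S602D]/2Q mice had 160 DEGs in the cerebellum and 826 in the cortex, with rescued shares of 84.3% and 62.7%. The cortical share was 33.2% without mouse 154Q-71 and 35.0% without mouse 154Q-69. No draws with equal means were made for the fits with a library left out, with only the 2 genotypes compared, or with DESeq2. With the labels of the pair of cortical libraries exchanged, the cortical share was 55.0%. When each mutant genotype was compared only with the 2 WT mice of its own number series, *Atxn1* 154Q/2Q and *Atxn1* 154Q[V591A;S602D]/2Q mice had 371 and 2459 DEGs in the cerebellum, 4 and 9 in the brainstem, 71 and 306 in the hippocampus, 1115 and 0 in the striatum (1341 striatal genes in *Atxn1* 154Q[V591A;S602D]/2Q mice had an unadjusted p value under 0.05), and 325 and 977 in the cortex. In the cerebellum, brainstem, hippocampus, and cortex, the order of the genotypes by DEG count within series was thus opposite to the order with all WT mice. The WT mice of the lower series had high *Ttr*, a choroid plexus gene, in the cerebellum and low *Ttr* in the brainstem, and those of the higher series the reverse, so series and *Ttr* cannot be separated among WT mice in these 2 regions.

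In each region, the 3 raised and 3 lowered DEGs with the smallest p values were examined. In the hippocampus these were *Pnck*, *Rimklb*, and *Abca6* (raised) and *Bhlhe40*, *Git1*, and *Alox12b* (lowered). *Bhlhe40* (ENSMUSG00000030103, chromosome 6 from 108660629 to 108666925) was at 110 ± 8.11 CPM (SD, n = 4) in WT mice, 57.0 ± 3.38 (SD, n = 4) in *Atxn1* 154Q/2Q mice, and 59.1 ± 2.27 (SD, n = 4) in *Atxn1* 154Q[V591A;S602D]/2Q mice. Its log2 fold change was -0.95 (standard error 0.064, adjusted p = 5.2e-05, edgeR quasi-likelihood test with Benjamini-Hochberg adjustment) in *Atxn1* 154Q/2Q mice and -0.90 (standard error 0.064, adjusted p = 1.0e-04, the same test) in *Atxn1* 154Q[V591A;S602D]/2Q mice. In the striatum the genes were *Slc6a15*, *Trpa1*, and *A930017M01Rik* (raised) and *Gpd1*, *Gsg1l*, and *Ier5l* (lowered). *Gpd1* (ENSMUSG00000023019, chromosome 15 from 99717515 to 99725005) was at 80.5 ± 2.31 CPM (SD, n = 4) in WT, 36.4 ± 1.27 (SD, n = 4) in *Atxn1* 154Q/2Q, and 44.3 ± 3.63 (SD, n = 4) in *Atxn1* 154Q[V591A;S602D]/2Q mice, with log2 fold changes of -1.15 (standard error 0.064, adjusted p = 1.5e-06, edgeR quasi-likelihood test with Benjamini-Hochberg adjustment) and -0.86 (standard error 0.064, adjusted p = 4.5e-05, the same test). No striatal WT library held more than 3 counts of *Trpa1*. In the cortex the genes were *Cgref1*, *Onecut2*, and *Sfmbt2* (raised) and *1110008P14Rik*, *Ddit4l*, and *Lingo1* (lowered). *Lingo1* (ENSMUSG00000049556, chromosome 9 from 56618475 to 56796468) fell from 493 ± 16.7 CPM (SD, n = 4) in WT to 304 ± 18.4 (SD, n = 4) in *Atxn1* 154Q/2Q and 306 ± 4.56 (SD, n = 4) in *Atxn1* 154Q[V591A;S602D]/2Q mice. All 6 genes of each of these regions were also called in *Atxn1* 154Q[V591A;S602D]/2Q mice with the same direction, and the log2 fold change in *Atxn1* 154Q[V591A;S602D]/2Q mice was from 0.667 to 1.10 times that in *Atxn1* 154Q/2Q mice. *Rimklb*, *Bhlhe40*, *A930017M01Rik*, *Gpd1*, *Gsg1l*, *Sfmbt2*, and *1110008P14Rik* overlap the spans of other annotated genes, and whether read pairs on shared exons were left uncounted was not tested.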

We found differentially expressed genes (DEGs) in all brain regions evaluated in the *Atxn1*^*154Q/2Q*^ mice compared with WT and rescue ranging from 53% to 88% in the *Atxn1*^*154Q[V591A;S602D]/2Q*^ mice (Figure 2F). 

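The 117 brainstem DEGs in *Atxn1* 154Q/2Q mice were 0.538% of the 21754 genes tested, and 2367 genes had an unadjusted p value under 0.05. This was the lowest count among the 5 regions with all libraries and in each of the 31 settings, including those that left out 1 library, that gave a count for the brainstem and other regions. The median brainstem library held 89555042 counted read pairs, against 85409276 in the cerebellum and 35341804 in the striatum, so the lower count did not go with a lower depth. Without mouse WT-221, 38 brainstem genes were called, and with the mouse number series as a covariate 19 were. With DESeq2, 392 were called. In 35 splits of the 8 WT and *Atxn1* 154Q/2Q libraries into groups of 4, only the real split gave any DEG. *Crh* (ENSMUSG00000049796, chromosome 3 of GRCm38 from 19693401 to 19695396) fell from 17.1 ± 1.83 CPM (SD, n = 4) in WT to 5.01 ± 0.781 (SD, n = 4) in *Atxn1* 154Q/2Q mice, a log2 fold change of -1.77 (standard error 0.10, adjusted p = 7.2e-06, edgeR quasi-likelihood test with Benjamini-Hochberg adjustment). The other genes with the smallest p values were *Etnppl* and *5730435O14Rik* (lowered) and *Gbp3*, *Ppp1r1c*, and *Ifit3* (raised). *Ifit3* was not called with the mouse number series as a covariate (log2 fold change 0.64, adjusted p = 0.0671 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). *5730435O14Rik* was covered by few reads, with at most 26 counts in a WT library and at most 3 in a *Atxn1* 154Q/2Q library, and it overlaps *Ccdc162*. The 3 brainstem DEGs of *Atxn1* 154Q[V591A;S602D]/2Q mice were *Crh*, *A330076C08Rik*, and *5730435O14Rik*, of which *A330076C08Rik* was chosen after its values were seen.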

The brainstem demonstrated the fewest DEGs, likely because degeneration in this region occurs later than in other regions, and therefore, brainstem data could not be used for all transcriptional analyses. 

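Over the 5 regions, 3945 genes were DEGs in *Atxn1* 154Q/2Q mice in at least 1 region. Of these, 2748 (69.7%) were called in 1 region, 832 in 2, 290 in 3, 70 in 4, and 5 in all 5. With DESeq2 the share called in 1 region was 64.8%, and with the mouse number series as a covariate it was 80.3%. The genes called in every region were *Slc6a15* and *Pcdh11x*, raised in each, and *Cabp7*, *Kcnh3*, and *Sema7a*, lowered in each. All but *Slc6a15* were chosen after their values were seen. *Kcnh3* (ENSMUSG00000037579, chromosome 15) had log2 fold changes of -1.90 in the cerebellum, -1.57 in the brainstem, -0.90 in the hippocampus, -0.65 in the striatum, and -0.48 in the cortex. *Cabp7* (ENSMUSG00000009075, chromosome 11) had -0.26, -0.31, -0.82, -1.22, and -1.23 in the same order. For pairs of regions, between 86.4% (cerebellum and cortex) and 100% of the shared DEGs changed in the same direction, including 624 of 624 shared by striatum and cortex. A call in 1 region does not show that the change differs between regions, so the difference was tested as an interaction of genotype and region in 1 edgeR model. It gave 1334 of 23359 genes at an adjusted p value under 0.05 (4652 at an unadjusted p value under 0.05). They include 555 (20.2%) of the 2748 genes called in 1 region. Without mouse WT-221, the interaction gave 572 genes. Of the genes called in 1 region, between 65.0% (cerebellum) and 78.3% (striatum) of the comparisons in the other regions had the same direction.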

Most DEGs were brain-region specific (Figure 2G); however, KEGG analysis revealed that there is some overlap in the pathways altered in SCA1 (Figure 2H). CIC regulates genes in the MAPK pathway,^15^ and we see enrichment of this pathway in four brain regions in *Atxn1*^*154Q/2Q*^ mice (Figure 2H); however, this pathway is only rescued in the cerebellum in *Atxn1*^*154Q[V591A;S602D]/2Q*^ mice (Figure 2I), suggesting a unique role of CIC in the cerebellum. We hypothesized that the partial transcriptional rescue is due to improvements in genes that are regulated by CIC. To test this, we quantified enrichment of the CIC consensus motif within the *Atxn1*^*154Q/2Q*^ and *Atxn1*^*154Q[V591A;S602D]/2Q*^ DEGs. We found that the CIC motif is enriched in *Atxn1*^*154Q/2Q*^ DEGs in three of the four brain regions assessed, the cerebellum, hippocampus, and striatum (Figure 2J). This enrichment is lost in the *Atxn1*^*154Q[V591A;S602D]/2Q*^ DEGs, suggesting that many CIC dysregulated genes in these regions are corrected (Figure 2J).

These data demonstrate that broad disruption of the ATXN1-CIC complex partially improves SCA1 neurological phenotypes. 

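The size of the remaining change was measured as the slope, through 0, of the log2 fold changes in *Atxn1* 154Q[V591A;S602D]/2Q mice on those in *Atxn1* 154Q/2Q mice, over the *Atxn1* 154Q/2Q DEGs of each region. It was 0.593 in the cerebellum, 0.651 in the brainstem, 0.639 in the hippocampus, 0.734 in the striatum, and 0.832 in the cortex. Because both genotypes share the WT libraries, the slope is above 0 even for unchanged *Atxn1* 154Q[V591A;S602D]/2Q mice. In 20 simulated draws per region with *Atxn1* 154Q[V591A;S602D]/2Q mice unchanged from WT, it reached at most 0.174 in the cerebellum, 0.250 in the brainstem, 0.124 in the hippocampus, 0.129 in the striatum, and 0.126 in the cortex. With equal means in both mutant genotypes, the lowest simulated slope was 0.752 in the cerebellum, 0.665 in the brainstem, 0.849 in the hippocampus, 0.854 in the striatum, and 0.861 in the cortex, each above the observed slope. In the brainstem, the margin was narrow. Mutant libraries were also regrouped, after the data were seen, with as many mice of each mutant genotype in both groups. The lowest slope was then 0.524 in the cerebellum, 0.604 in the hippocampus, 0.716 in the striatum, and 0.783 in the cortex. Each lies below the observed slope. The slopes alone therefore do not set the real grouping apart from mixed ones in these regions. Brainstem groups are unequal, so this regrouping was not possible there. Of the alternative settings, for which no draws were made, 10 of 20 in the brainstem and 1 of 23 in the cortex gave a slope inside the simulated range. The share of *Atxn1* 154Q/2Q DEGs with the same direction in *Atxn1* 154Q[V591A;S602D]/2Q mice was between 99.1% and 100%, against between 63.5% and 76.3% in the draws with *Atxn1* 154Q[V591A;S602D]/2Q mice unchanged. The genes called in both genotypes (362 in the cerebellum, 3 in the brainstem, 236 in the hippocampus, 240 in the striatum, and 1081 in the cortex) all changed in the same direction, and the draws with *Atxn1* 154Q[V591A;S602D]/2Q mice unchanged held at most 1 such gene. The median absolute log2 fold change over the cerebellar DEGs was 0.33 in *Atxn1* 154Q/2Q and 0.22 in *Atxn1* 154Q[V591A;S602D]/2Q mice. When each library was set against the mean *Atxn1* 154Q/2Q change, the slopes of all *Atxn1* 154Q[V591A;S602D]/2Q libraries lay below those of all *Atxn1* 154Q/2Q libraries in the cerebellum, brainstem, hippocampus, and striatum. In the cortex, the library labelled mouse 154Q-76 (0.798) lay below that labelled mouse 154Q-AXH-207 (0.888). The *Atxn1* 154Q/2Q DEGs were selected on the *Atxn1* 154Q/2Q libraries, which raises the slopes of those libraries. Library slopes use log2 CPM with a prior count of 2 and not fitted fold changes. The cerebellar *Atxn1* 154Q/2Q libraries themselves had slopes from 0.775 to 0.958. A library slope is therefore not the share of the change that remains.

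**Figure D2:**
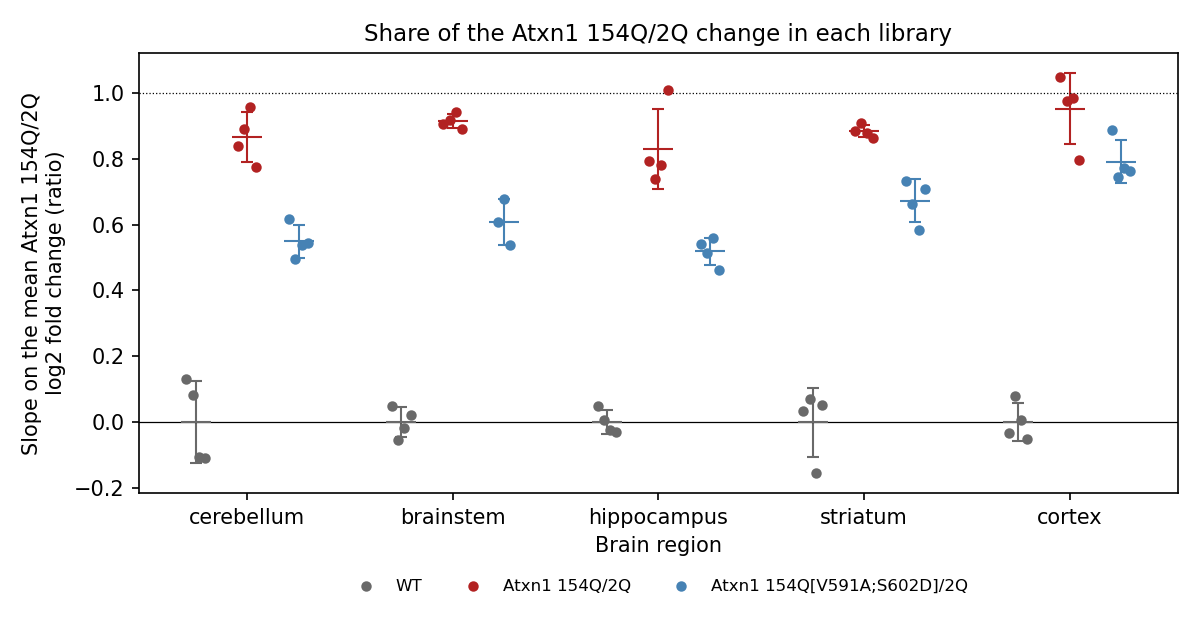
Slope of each library's log2 difference from the WT mean on the mean *Atxn1* 154Q/2Q log2 fold change, over the *Atxn1* 154Q/2Q DEGs of each brain region (a ratio, without unit). Each WT library was set against the mean of the other WT libraries. Points are libraries, horizontal bars are means, and error bars are SD over 4 libraries, or 3 for the brainstem of *Atxn1* 154Q[V591A;S602D]/2Q mice. The *Atxn1* 154Q[V591A;S602D]/2Q libraries lie between 0.462 (hippocampus) and 0.888 (cortex), and the WT libraries lie around 0. The *Atxn1* 154Q/2Q libraries themselves lie below 1 in the cerebellum (0.775 to 0.958), so a slope is not the share of the change that remains.

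Compared directly with *Atxn1* 154Q/2Q mice, *Atxn1* 154Q[V591A;S602D]/2Q mice differed at 7 genes in the cerebellum and at no gene in the other regions. An unadjusted p value under 0.05 was found for 1586 genes in the cerebellum, 1163 in the brainstem, 2356 in the hippocampus, 601 in the striatum, and 1241 in the cortex. The 7 cerebellar genes, 0.643% of the *Atxn1* 154Q/2Q DEGs, all lay closer to WT in *Atxn1* 154Q[V591A;S602D]/2Q mice. They include *Stap2*, *Plcb3*, *Grm4*, *A830018L16Rik*, *Plk5*, and *Triobp*, of which *Grm4*, *Plk5*, and *Triobp* were chosen after their values were seen. Between 2 (without mouse 154Q-69) and 29 (without mouse WT-70) genes were called when 1 library was left out, and DESeq2 called 122 in the cerebellum, 33 in the brainstem, and 45 in the hippocampus. Simulated *Atxn1* 154Q[V591A;S602D]/2Q mice with 0.5 of the *Atxn1* 154Q/2Q change gave between 68 and 134 direct calls in the cerebellum, 0 and 6 in the brainstem, 42 and 121 in the hippocampus, 28 and 63 in the striatum, and 192 and 283 in the cortex. These draws also held more *Atxn1* 154Q/2Q DEGs than observed (in the cerebellum 1611 to 1851, against 1089), so their numbers of direct calls are not matched to the data. With equal means, at most 5 were called in any region. Direct calls by edgeR numbered 80 in the cerebellum with the mouse number series as a covariate, 54 there with only the 2 genotypes compared, and 18 in the cerebellum, 9 in the brainstem, and 10 in the hippocampus with the level of *Ttr* as a covariate, fits for which no draws were made. With the mouse number series as a covariate, the slopes were 0.526 in the cerebellum, 0.536 in the brainstem (over 19 DEGs), 0.575 in the hippocampus, and 0.629 in the striatum. When each mutant genotype was compared with the WT mice of its own series, the slope was 0.722 in the brainstem and 0.716 in the hippocampus. These 2 slopes rest on only 4 and 71 *Atxn1* 154Q/2Q DEGs.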

The incomplete rescue indicates the ATXN1-CIC complex cannot be the sole driver of SCA1 pathogenesis brain-wide and that other factors are involved in disease. Hence, we rationalized that molecular analysis of the *Atxn1*^*154Q[V591A;S602D]/2Q*^ model could give insight into CIC-dependent and independent transcriptional changes in SCA1 to uncover additional drivers of disease.

### Molecular characterization of *Atxn1*^*154Q[V591A;S602D]/2Q*^ mice demonstrates CIC-dependent and independent contributions to SCA1 pathogenesis

The ATXN1-CIC complex is thought to cause toxicity in SCA1 through a gain-of-function mechanism that results in hyper-repression of CIC target genes.^6^ Surprisingly, the genome-wide CIC binding pattern has never been profiled in SCA1. To pinpoint the CIC targetome in SCA1, we conducted cleavage under targets and release using nuclease (CUT&RUN) in the mouse cerebellum^16,17^ using a CIC polyclonal antibody.^7,18^ We utilized four genotypes for this experiment: WT, *Atxn1*^*154Q/2Q*^*, Atxn1*^*154Q[V591A;S602D]/2Q*^, and *En1-Cre;Cic*^*fl/fl*^. The *En1-Cre; Cic*^*fl/fl*^ genotype ablates *Cic* expression throughout the cerebellum, serving as a negative control in our experiment.^19^ We identified peaks of CIC binding by annotating regions where WT and *Atxn1*^*154Q/2Q*^ had significantly higher signal compared with *En1-Cre;Cic*^*fl/fl*^ (Figure S2A).

To validate our results, we first assessed CIC binding at established CIC targets.^15^ We identified *Etv4, Spry4, Etv5,* and *Spred1* in the top 10 most significantly identified peaks, and as expected, these are upregulated in *En1-Cre;Cic*^*fl/fl*^ RNA-seq data (Figures 3A and S2B). Next, we assessed genome-wide CIC binding in the 2,079 peaks identified in the *Atxn1*^*154Q/2Q*^ mice, and 64% of these peaks fell in a promoter region within 1 kb of a gene transcriptional start site (Figure S2C). We generated a *de novo* CIC consensus motif that revealed an enriched 14-mer motif which was significantly similar to the previously published CIC consensus motif (Figure S2D).^15,20^ We detected little to no CIC binding in the *En1-Cre;Cic*^*fl/fl*^, demonstrating the specificity of the identified peaks (Figure 3B). The highest CIC binding was identified in the *Atxn1*^*154Q/2Q*^ genotype, consistent with a gain of function of the complex. Importantly, CIC binding is normalized to WT levels in *Atxn1*^*154Q[V591A;S602D]/2Q*^ (Figure 3B), demonstrating that the interaction of polyQ-expanded ATXN1 with CIC is critical for CIC aberrant DNA binding in SCA1. Moreover, *Atxn1*^*154Q[V591A;S602D]/2Q*^ CIC binding is slightly less than WT, likely due to only one ATXN1 allele able to bind to CIC versus two alleles in WT.

Next, we evaluated CIC peaks in relation to transcriptional changes. Cerebellar RNA-seq showed 1,647 DEGs in the *Atxn1*^*154Q/2Q*^ mice (Figures 2F and 3C). 

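In the cerebellum, the 1089 genes called here were 5.22% of the 20874 genes tested, and 3750 genes (18.0%) had an unadjusted p value under 0.05. Leaving out 1 library gave between 732 (without mouse WT-221) and 1337 (without mouse WT-70) DEGs, and DESeq2 gave 1719. In 35 splits of the 8 WT and *Atxn1* 154Q/2Q libraries into groups of 4, the next highest count was 264. That split put mice WT-70 and WT-77 with 154Q-71 and 154Q-76, the 4 libraries among these 8 with high *Ttr*, a choroid plexus gene. The raised genes with the smallest p values were *Synpr*, *Marcks*, and *A830018L16Rik*, and the lowered ones *Gm39465*, *Stap2*, and *Plcb3*. *Synpr* (ENSMUSG00000056296, chromosome 14 of GRCm38 from 13284780 to 13616340) was at 76.2 ± 2.58 CPM (SD, n = 4) in WT, 140 ± 5.70 (SD, n = 4) in *Atxn1* 154Q/2Q, and 132 ± 5.53 (SD, n = 4) in *Atxn1* 154Q[V591A;S602D]/2Q mice. Its log2 fold change in *Atxn1* 154Q/2Q mice was 0.88 (standard error 0.043, adjusted p = 1.1e-07, edgeR quasi-likelihood test with Benjamini-Hochberg adjustment). *Stap2* (ENSMUSG00000038781, chromosome 17 from 55997077 to 56005584) was at 25.0 ± 1.37 CPM (SD, n = 4) in WT, 11.2 ± 0.247 (SD, n = 4) in *Atxn1* 154Q/2Q, and 17.4 ± 1.56 (SD, n = 4) in *Atxn1* 154Q[V591A;S602D]/2Q mice. Its log2 fold change was -1.16 (standard error 0.065, adjusted p = 1.9e-07, the same test) in *Atxn1* 154Q/2Q mice and -0.52 (standard error 0.063, adjusted p = 7.8e-04) in *Atxn1* 154Q[V591A;S602D]/2Q mice, and the difference between these genotypes was 0.64 (standard error 0.065, adjusted p = 0.0021). All 6 genes were called in *Atxn1* 154Q[V591A;S602D]/2Q mice too, each with a smaller log2 fold change, from 0.451 to 0.971 times that in *Atxn1* 154Q/2Q mice. *Gm39465* overlaps *Gm39464*, *Plcb3* overlaps *Ppp1r14b*, and *Synpr* and *A830018L16Rik* overlap pseudogenes, by the spans of the annotated genes. Whether read pairs on shared exons were left uncounted was not tested.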

We intersected these with CIC peaks and found that 131 altered *Atxn1*^*154Q/2Q*^ DEGs contained a CIC peak. 

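CIC peaks were measured by the authors in the cerebellum of *Atxn1* 154Q/2Q mice and assigned to genes, and their Table S6 pairs 1403 genes with a peak. Of these genes, 1258 were found by symbol in the count files and 1225 were tested in the cerebellum. The DEGs called here included 98 with a CIC peak, 9.00% of 1089 (95% Wilson interval 7.44–10.8), of which 59 were lowered and 39 raised. Among all cerebellar genes tested, 5.87% had a peak. The number lay between 66 (without mouse 154Q-76) and 121 (without mouse WT-77) when 1 library was left out, and a fit of only the 2 genotypes compared gave 60.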

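Of the 651 lowered cerebellar DEGs, 9.06% had a CIC peak, against a mean of 5.69% in 10000 random sets of as many genes drawn from those tested but not called (95% of sets between 3.99% and 7.53%, one-sided permutation p = 7.0e-04). Of the 438 raised DEGs, 8.90% had a peak, against 5.68% in random sets (3.65% to 7.99%, one-sided permutation p = 0.0043). Fisher's exact test gave odds ratios of 1.65 for lowered (p = 8.3e-04) and 1.62 for raised (p = 0.00685) DEGs. With DESeq2, the share in raised DEGs was 7.44% (one-sided permutation p = 0.094), and it was not past the threshold in 7 of 12 fits that left out 1 library (6.54% without mouse WT-77, with the largest one-sided permutation p of 0.199). The share in lowered DEGs kept its p value under 0.05 in these settings. Genes with a CIC peak were more highly expressed, with a mean of 5.33 log2 CPM against 2.51 in genes without one, and the DEGs had a mean of 4.59. Random sets matched to the DEGs on mean expression had a peak in 8.57% (lowered, one-sided permutation p = 0.341) and 8.09% (raised, p = 0.286), so neither share stood out from genes of similar expression.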

When we split DEGs by their directionality, we find an enrichment of CIC peaks in the downregulated genes but not the upregulated genes, highlighting the role of CIC as a transcriptional repressor (Figure S2E). Similar to the genome-wide pattern, CIC binding is enhanced at differentially expressed loci in the *Atxn1*^*154Q/2Q*^ mice and reduced to WT levels in the *Atxn1*^*154Q[V591A;S602D]/2Q*^ mice (Figures 3D and 3F). CIC functions as a transcriptional repressor via recruitment and interaction with histone deacetylase complexes (HDACs) that remove histone acetyl marks leading to reduced transcriptional activity.^15^ Therefore, we measured levels of H3K27ac, a marker inversely correlated with CIC chromatin binding.^15^ We observed lower H3K27ac occupancy at SCA1 DEGs in the *Atxn1*^*154Q/2Q*^ genotype compared with WT; however, surprisingly, the *Atxn1*^*154Q[V591A;S602D]/2Q*^ genotype only exhibited a modest increase in H3K27ac relative to *Atxn1*^*154Q/2Q*^ (Figure 3E). At SCA1 DEGs with a CIC peak, we see no change in acetylation between *Atxn1*^*154Q/2Q*^ and *Atxn1*^*154Q[V591A;S602D]/2Q*^ (Figure 3G). The sustained reduction in acetylation may account for the incomplete transcriptional rescue despite restoration of CIC binding to WT levels in the *Atxn1*^*154Q[V591A;S602D]/2Q*^ model. These data led us to consider other factors that might interact with ATXN1 to regulate the transcriptome in SCA1.

### Additional ATXN1 nuclear interactors may regulate SCA1 transcriptional targets

The inability of the *Atxn1*^*154Q[V591A;S602D]*^ allele to fully rescue transcriptional or epigenetic changes in SCA1, coupled with the fact that polyQ-expanded ATXN1 nuclear localization is critical for its toxicity,^21^ led us to hypothesize that there must be additional nuclear proteins contributing to SCA1 pathogenesis. We rationalized that it is best to identify non-CIC interactors in a context where ATXN1 is free from its interaction with CIC, given how abundant these two proteins are and how strong the interaction is between them. To this end, we bred the *Atxn1*^*2Q[V591A;S602D]/2Q*^ mice to homozygosity and used these mice for immunoprecipitation followed by mass spectrometry (IP-MS) to identify ATXN1 interactors in an unbiased manner in the absence of ATXN1-CIC binding (Figure S3A). We searched the MS data for transcription factors, given the alteration in H3K27ac signal and the incomplete transcriptional rescue in the *Atxn1*^*154Q[V591A;S602D]/2Q*^ model. We found CIC bound to ATXN1^2Q^ but not ATXN1^2Q[V591;S602D]^, further validating the functionality of the V591A;S602D mutations (Figure 4A). We focused on the three transcription factors that interact with both ATXN1^2Q^ and ATXN1^2Q[V591A;S602D]^ and are expressed brain-wide in human and mouse: zinc finger with KRAB and SCAN domains 1 (ZKSCAN1), zinc finger and BTB domain containing 5 (ZBTB5), and regulatory factor X 1 (RFX1) (Figures 4A, S3-C). We found commercial grade antibodies for ZBTB5 and RFX1 and validated these interactions in the presence of the polyQ-expanded allele (Figure 4B). Further, ZBTB5 and RFX1 are transcriptional repressors, which, such as CIC, have been shown to interact with HDAC complexes.^22,23^

The consensus binding motifs were known for two of these transcription factors, RFX1 and ZKSCAN1, and are distinctly different from the CIC motif (Figure 4C). We next tested if the RFX1 or ZKSCAN1 motifs are enriched in *Atxn1*^*154Q/2Q*^ or *Atxn1*^*154Q[V591A;S602D]/2Q*^ DEGs. RFX1 and ZKSCAN1 are enriched in all brain regions in the *Atxn1*^*154Q/2Q*^ genotype, and this enrichment is sustained in most brain regions in the *Atxn1*^*154Q[V591A;S602D]/2Q*^ genotype (Figures 4D and 4E). In comparison, the CIC binding motif was enriched brain-wide in the *Atxn1*^*154Q/2Q*^ genotype, but this disappeared in the *Atxn1*^*154Q[V591A;S602D]/2Q*^ mouse (Figure 2J). Therefore, although many CIC-regulated DEGs are rescued in the *Atxn1*^*154Q[V591A;S602D]/2Q*^ mouse, there are still many genes whose expression is likely controlled by either RFX1 or ZKSCAN1, or other transcription factors, that remain dysregulated. Next, we analyzed published ChIP-seq data for RFX1 and ZKSCAN1 to determine genes with peaks for each factor.^24,25^ We then tested which *Atxn1*^*154Q/2Q*^ DEGs contained CIC, RFX1, or ZKSCAN1 peaks, either uniquely or in combination, and found that CIC alone is predicted to only regulate only 3%–4% of DEGs, highlighting the potential important contributions of these new transcription factors to SCA1 (Figure 4F). 

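Only the CIC peaks of Table S6, which come from the cerebellum of *Atxn1* 154Q/2Q mice, were used here, so the share given counts every DEG with a CIC peak, whether or not it also has a peak of another factor. It was 9.00% in the cerebellum (98 of 1089 DEGs), 1.71% in the brainstem (2 of 117, 95% Wilson interval 0.470–6.02), 7.97% in the hippocampus (101 of 1268, 6.60–9.59), 6.78% in the striatum (71 of 1047, 5.41–8.47), and 9.44% in the cortex (195 of 2066, 8.25–10.8). In the same regions, 5.87%, 5.63%, 5.67%, 6.51%, and 6.44% of the genes tested had a CIC peak. The striatal interval contains the share among the genes tested. In the brainstem, 2 genes leave the share open, and leaving out mouse WT-70 gave 0 genes with a peak.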

Investigation of the top cerebellar DEGs regulated by each factor in our RNA-seq data revealed that genes regulated by CIC are rescued in the *Atxn1*^*154Q[V591A;S602D]/2Q*^ mouse (Figure 4G), whereas genes regulated by only RFX1 or ZKSCAN1 are not rescued in the *Atxn1*^*154Q[V591A;S602D]/2Q*^ mouse (Figures 4H-I), as these factors can still bind polyQ-expanded ATXN1. 

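Of 8 cerebellar genes taken from Fig. 4G–I, 7 were DEGs in *Atxn1* 154Q/2Q mice here. The genes given for CIC, *Usp28*, *Dpf1*, and *Svep1*, all have a peak in Table S6. *Usp28* (ENSMUSG00000032267, chromosome 9 of GRCm38 from 48985375 to 49042517) was at 71.6 ± 9.27 CPM (SD, n = 4) in WT, 56.7 ± 3.52 (SD, n = 4) in *Atxn1* 154Q/2Q, and 64.1 ± 1.87 (SD, n = 4) in *Atxn1* 154Q[V591A;S602D]/2Q mice. Its log2 fold change was -0.34 (standard error 0.076, adjusted p = 0.0182, edgeR quasi-likelihood test with Benjamini-Hochberg adjustment) in *Atxn1* 154Q/2Q mice and -0.16 (adjusted p = 0.344) in *Atxn1* 154Q[V591A;S602D]/2Q mice. *Dpf1* (ENSMUSG00000030584) had -0.26 in *Atxn1* 154Q/2Q mice (adjusted p = 0.0344, the same test) and -0.04 in *Atxn1* 154Q[V591A;S602D]/2Q mice (adjusted p = 0.836). *Svep1* (ENSMUSG00000028369) had -0.71 (adjusted p = 0.00513, the same test) and -0.24 (adjusted p = 0.419). With 1 library left out, *Svep1* was called in *Atxn1* 154Q[V591A;S602D]/2Q mice in 1 of 12 fits (lowest adjusted p = 0.0280, the same test). With the mouse number series as a covariate, *Usp28* and *Svep1* were called in *Atxn1* 154Q[V591A;S602D]/2Q mice (log2 fold changes -0.30 and -0.49), and *Usp28* (-0.18) and *Dpf1* were not called in *Atxn1* 154Q/2Q mice. *Usp28* was also not called in *Atxn1* 154Q/2Q mice with only the 2 genotypes compared (adjusted p = 0.0629, edgeR quasi-likelihood test with Benjamini-Hochberg adjustment) and in 2 of 12 fits without 1 library. *Dpf1* was also not called in *Atxn1* 154Q/2Q mice without the filter on low counts or with the counts of 1 strand.

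Of the genes given for RFX1 or ZKSCAN1, *Chn2* (ENSMUSG00000004633, chromosome 6 from 54039554 to 54301810) was at 587 ± 34.1 CPM (SD, n = 4) in WT, 461 ± 7.25 (SD, n = 4) in *Atxn1* 154Q/2Q, and 509.9 ± 16.8 (SD, n = 4) in *Atxn1* 154Q[V591A;S602D]/2Q mice, with log2 fold changes of -0.35 (adjusted p = 1.5e-04, edgeR quasi-likelihood test with Benjamini-Hochberg adjustment) and -0.20 (adjusted p = 0.0202, the same test). *Ankdd1a* (ENSMUSG00000066510) was raised by 1.60 in *Atxn1* 154Q/2Q mice (adjusted p = 0.00727, the same test) and by 1.40 in *Atxn1* 154Q[V591A;S602D]/2Q mice (adjusted p = 0.0346), at a mean of 0.308 CPM in WT. *Ebf4* and *Tle6* were called in *Atxn1* 154Q/2Q mice (log2 fold changes 0.48 and -0.56) and not in *Atxn1* 154Q[V591A;S602D]/2Q mice (0.24 and -0.41), and DESeq2 called both in *Atxn1* 154Q[V591A;S602D]/2Q mice. *Cnih3* was called in neither genotype (0.71 in *Atxn1* 154Q/2Q mice, adjusted p = 0.127 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and its *Atxn1* 154Q/2Q libraries ranged from 2.97 to 8.15 CPM. Leaving out 1 library left *Dpf1* not called in *Atxn1* 154Q/2Q mice in 6 of 12 fits, *Ankdd1a* not called in *Atxn1* 154Q[V591A;S602D]/2Q mice in 6 of 12, *Chn2* not called in *Atxn1* 154Q[V591A;S602D]/2Q mice in 3 of 12, and *Tle6* not called in *Atxn1* 154Q/2Q mice in 3 of 12. *Chn2* was also not called in *Atxn1* 154Q[V591A;S602D]/2Q mice with only the 2 genotypes compared (adjusted p = 0.0748, edgeR quasi-likelihood test with Benjamini-Hochberg adjustment) or with the counts of 1 strand (0.0549). With the mouse number series as a covariate, *Ankdd1a* was not called in *Atxn1* 154Q[V591A;S602D]/2Q mice (0.0524, the same test) and *Tle6* was not called in *Atxn1* 154Q/2Q mice (0.104), and *Tle6* was also not called in *Atxn1* 154Q/2Q mice with only the 2 genotypes compared (0.0613). A gene called in *Atxn1* 154Q/2Q and not in *Atxn1* 154Q[V591A;S602D]/2Q mice is not thereby shown to differ between them. In the direct comparison of *Atxn1* 154Q[V591A;S602D]/2Q with *Atxn1* 154Q/2Q mice, adjusted p values of the 8 genes lay between 0.374 and 0.932 (edgeR quasi-likelihood test with Benjamini-Hochberg adjustment). The log2 fold change in *Atxn1* 154Q[V591A;S602D]/2Q mice was smaller than in *Atxn1* 154Q/2Q mice for all 8 genes with all libraries. With the mouse number series as a covariate it was larger for *Usp28* (-0.30 against -0.18) and *Svep1* (-0.49 against -0.41), and without mouse 154Q-75 for *Ankdd1a* (1.41 against 1.32). *Ankdd1a* overlaps *Spg21*, and *Dpf1*, *Svep1*, *Chn2*, and *Cnih3* overlap noncoding genes or pseudogenes, by the spans of the annotated genes, and whether read pairs on shared exons were left uncounted was not tested. The paper reasons that genes of RFX1 or ZKSCAN1 alone stay changed in *Atxn1* 154Q[V591A;S602D]/2Q mice because binding of both factors to polyQ-expanded ATXN1 remains possible.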

Last, to determine if RFX1 and ZKSCAN1 target genes are altered in a human SCA1 model, we tested the expression of ChIP-validated target genes in human iNeurons of healthy controls and SCA1 patients (Figures 4J and S3D). Indeed, genes altered in a SCA1 mouse model with RFX1 and ZKSCAN1 peaks are also altered in human iNeurons (Figures 4K-L).

These data demonstrate that ATXN1 interacts with a host of transcription factors and that these additional factors might co-regulate genes dysregulated in SCA1 and contribute to pathogenesis in mouse and human models.

## DISCUSSION

A key question in the field of neurodegeneration is what causes selective neuronal vulnerability in face of mutations in genes that encode widely expressed proteins. In this study, we sought to address this question in a monogenic disorder using a mouse model that reproduces the spatial and temporal expression of *Atxn1* seen in human disease. By mutating polyQ-expanded *Atxn1* in the knockin SCA1 mouse to prevent its interaction with its partner CIC throughout the brain, we had the tools to determine if the pathogenic mechanism driving toxicity in cerebellar PCs is identical across all affected brain regions. We discovered that ablation of the ATXN1-CIC complex partially improves some neurological phenotypes, including motor coordination, respiration, and lifespan but does not improve learning and memory, kyphosis, or body weight. We detected full rescue of the structure and function of the cerebellar PC microcircuit, indicating that the pathogenic mechanism in SCA1 varies by cell type. These data demonstrate the ATXN1-CIC complex is critical for cerebellar PCs, and although it contributes to polyQ-expanded toxicity in other brain regions, it is not the sole driver of disease. These results also suggest that either cerebellar cell types other than PCs, or other brain regions, contribute to the motor incoordination phenotype seen on the rotarod assay. One possibility may be the striatum, as this brain region is involved in motor planning and coordination, and striatal putamen degeneration has recently been identified in SCA1 patients.^26^

Because CIC is a transcriptional repressor that binds DNA, it afforded us the opportunity to dissect the molecular contributions of CIC to SCA1. We profiled the genome-wide binding pattern of CIC in cerebella of healthy and SCA1 mice and intersected these data with transcriptomic data from the same tissue. We discovered that CIC binding is increased in the *Atxn1*^*154Q/2Q*^ mouse, with the H3K27ac signal decreased concomitantly, supporting the role of CIC as a transcriptional repressor in SCA1.^6^ 

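In the cerebellum of *Atxn1* 154Q[V591A;S602D]/2Q mice, 45 of the 98 *Atxn1* 154Q/2Q DEGs with a CIC peak were still called, which leaves a rescued share of 54.1% among them. Among *Atxn1* 154Q/2Q DEGs without a CIC peak, the rescued share was 68.0% (Fisher's exact test, two-sided p = 0.00679). This comparison was chosen after the data were seen. The p value was 0.05 or more in 9 of 12 fits that left out 1 library (Fisher's exact test, p from 0.0689 to 0.526), with DESeq2 (a difference of -4.34 percentage points, Fisher's exact test, p = 0.335), without the filter on low counts (p = 0.0586), with only the 2 genotypes compared (p = 0.107), and with the level of *Xist* as a covariate (p = 0.108). The smallest difference was -3.83 percentage points, without mouse 154Q-71. The slope of the log2 fold changes in *Atxn1* 154Q[V591A;S602D]/2Q mice on those in *Atxn1* 154Q/2Q mice was 0.653 with and 0.591 without a CIC peak. The slopes of the cerebellar *Atxn1* 154Q[V591A;S602D]/2Q libraries over all DEGs had an SD of 0.0498. Both sets of genes come from the same libraries, so this SD does not measure the spread of the difference, which was not estimated. In the hippocampus, striatum, and cortex, rescued shares with a CIC peak were 88.1%, 71.8%, and 45.1%, and without one 80.8%, 77.5%, and 47.9% (Fisher's exact test, p = 0.0824, 0.305, and 0.498). In the hippocampus, where the share was higher with a CIC peak, Fisher's exact test gave p under 0.05 in 6 of 12 fits that left out 1 library (a difference of 12.6 percentage points without mouse WT-70, p = 0.00697) and with the counts of 1 strand (8.51 percentage points, p = 0.0263). In the striatum, where it was lower, 4 of 12 such fits did (-22.7 percentage points without mouse 154Q-71, Fisher's exact test, p = 0.0119), and in the cortex 0 of 12.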

Most intriguing was the discovery that CIC binding is normalized in the *Atxn1*^*154Q[V591A;S602D]/2Q*^ mouse; however, many genes remained altered at the RNA level, and these genes sustained a reduction in the H3K27ac mark. This led us to propose that other transcriptional regulators must be involved in SCA1 pathogenesis. Using unbiased proteomics, we identified three novel ATXN1 interacting transcription factors: RFX1, ZBTB5, and ZKSCAN1, which together with CIC, are predicted to regulate ~33% of the altered genes in SCA1 brain-wide. Further, ChIP-validated target genes of these factors are altered in both mouse and human SCA1 models of disease.

There are several lessons that we learned from the studies reported here. First, CIC seems to be the main driver of pathogenesis in one cell type, cerebellar PCs, but is a less critical contributor to other cell types. Second, ATXN1 has many interactions that are likely contributing to pathogenesis, even within one brain region. Third, combining epigenetic profiling with gene expression helped narrow our focus to transcription factors. Last, the most important lesson we learned from these studies is the complexity of molecular mechanisms driving regional and cellular vulnerability. Here, the transcriptional changes and interactions have been interrogated deeply in one tissue, the cerebellum. As we contemplate pathogenic mechanisms in the hippocampus, brainstem, and striatum, additional regional interactor studies will be needed, although some of the mechanisms identified in the cerebellum might apply to these regions.

Our findings within SCA1 are likely not unique and open the possibility of such mechanistic complexity for other polyQ diseases and the broader class of neurodegenerative diseases such as Alzheimer’s and Parkinson’s disease. The data also highlight the importance of having disease models that express the mutant protein in the correct spatial and temporal pattern. The studies in this paper make it abundantly clear that what can be learned from transgenic mice is limited to the cell type studied and cannot be generalized to other cell types or tissues. Although it might seem daunting, the discovery of diverse mechanisms of disease opens new opportunities to intervene and modulate the course of these disorders.

## STAR★METHODS

### RESOURCE AVAILABILITY

#### Lead contact

Further information and requests for resources and reagents should be directed to and will be fulfilled by the lead contact, Dr. Huda Y. Zoghbi ().

#### Materials availability

The mouse lines generated in this study have been deposited to Jackson Labs. *Atxn1*^*2Q[V591A;S602D]/2Q*^ (Stock # 037674) and *Atxn1*^*154Q[V591A;S602D]/2Q*^ (Stock # 037673).

#### Data and code availability

All DNA and RNA sequencing FASTQ data files from the RNA-sequencing and CUT&RUN experiments have been deposited to GEO (GEO # GSE218302). This paper analyzes existing, publicly available data *(Engrailed-1-Cre;Cic*^*flox/flox*^ RNA-seq GEO # GSE108254, RFX1 ChIP-seq GEO # GSM594584, and ZKSCAN1 ChIP-seq GEO # GSM1003779). This paper does not report any original code. Any additional information required to reanalyze the data reported in this paper is available from the lead contact upon request.

### EXPERIMENTAL MODEL DETAILS

#### Mouse husbandry

All mice were backcrossed to C57BL/6J background. Mice were housed and maintained in the animal facilities at Baylor College of Medicine. The mice were kept on a 12 hr light/12 hr dark cycle. Animal care and experimental procedures were approved by the institutional animal care and use committee of Baylor College of Medicine, according to the US National Institutes of Health Guidelines.

### METHOD DETAILS

#### Generation of *Atxn1*^*154Q[V591A;S602D]/2Q*^ and *Atxn1*^*2Q[V591A;S602D]/2Q*^ mouse models

*Atxn1*^*2Q[V591A;S602D]/2Q*^ and *Atxn1*^*154Q[V591A;S602D]/2Q*^ mice were generated via CRISPR/Cas9-mediated gene editing.^40,41^ Please note that human V591 and S602 correspond with mouse V620 and S631, respectively. The human nomenclature was maintained for consistency between transgenic mice and knock-in animals, and to avoid discrepancies with alterations in CAG repeat length.^9^ The crRNA (5′-GGTGGAGGACCTGAAGACGG-3′) was selected based on the highest quality score and a low number of off-target sites using the crispr.mit.edu homepage, and the same crRNA was used for both models. The crRNA was purchased from Integrated DNA Technologies (IDT) from the Alt-R CRISPR-Cas9 genome editing section. A single-stranded oligonucleotide (ssODN) was purchased from IDT as a 4 nmol Ultramer with desalting for homology directed repair to introduce the V591A and S602D amino acid changes, with additional synonymous mutations in *Atxn1* (5′-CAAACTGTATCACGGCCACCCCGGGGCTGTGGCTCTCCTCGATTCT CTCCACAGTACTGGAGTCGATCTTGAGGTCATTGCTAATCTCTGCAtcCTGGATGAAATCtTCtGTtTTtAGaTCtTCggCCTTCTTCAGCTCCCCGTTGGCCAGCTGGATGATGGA-3′; modified nucleotides are written in lowercase). The additional synonymous mutations were used to alter the PAM motif to prevent further editing as well as to allow for genotyping by differential primer hybridization. Stock Alt-R^®^ CRISPR-Cas9 tracrRNA 5 nmol (catalog # 1072532) and Alt-R^®^ S.p. HiFi Cas9 Nuclease V3 (catalog # 1081060) were purchased from IDT. The tracrRNA was diluted in T_10_E_0.1_ buffer to 20 μM and the Cas9 was diluted in Cas9 dilutant buffer (300 mM NaCl, 10 mM Tris HCl, 0.1 mM EDTA, 1 mM DTT, 500 μg/ml BSA, 50% glycerol, pH 7.4). All reagents were stored in −80°C.

4-5 week-old female C57BL/6J WT mice were purchased from Jackson Lab and super-ovulated via injection of 5 IU of PMSG (Thermo Fisher) and 47 hrs later with 5 IU HCG (Thermo Fisher) in 0.9% NaCl. Upon overnight breeding with *Atxn1*^*154Q/2Q*^ males, the females’ ova were dissected.

Prior to the day of injection, the oligo mixture was prepped by combining 3 μl of our designed crRNA (20 μM) with 3 μl of tracrRNA (20 μM) and incubating for 10 minutes at RT. Next, 1.225 μl of 1 μg/ul ssODN was added, and the final volume was brought up to 95 μl in T_10_E_0.1_ buffer. This oligo mixture was kept at −80°C until the day of injection. On the day of injection, the oligo mixture was thawed, and 5 μl of Cas9 was added. The tube was lightly mixed, put on wet ice, and taken to the Baylor College of Medicine (BCM) Genetically Engineered Mouse Core. 2 pL was injected into the pronucleus of extracted ova. The ova were then transferred into oviducts of pseudopregnant ICR (CD1) females by the BCM GERM Core.

Upon birth, the following primers were used to distinguish between the unmodified (WT) and modified (V591A;S602D) alleles: WT_V591A;S602D_CRISPR_For (5′-AGCCACGGCCTTCTACGCTG3′), WT_CRISPR_Rev (5′-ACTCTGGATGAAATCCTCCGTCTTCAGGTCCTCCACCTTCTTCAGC-3′) and V591A;S602D_CRISPR_Rev (5′-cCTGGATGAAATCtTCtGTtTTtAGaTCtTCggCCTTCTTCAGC-3′). Note that the forward primer is the same for both reactions. Positive founders were backcrossed to C57BL/6J WT animals (Jackson Laboratory) for a minimum of five generations, and the correct sequence of the F1 offspring was confirmed using Sanger sequencing (Genewiz). Further, offspring from two independent CRISPR modified founder lines were tested on the rotarod assay and demonstrated similar results. Segregation of the V591A;S602D mutations with the *Atxn1*^*154Q*^ or *Atxn1*^*2Q*^ allele and further confirmation via immunoprecipitation confirmed which *Atxn1* allele the mutations were on.

#### RNA extraction and quantitative real time PCR

RNA from cerebella was isolated from 4-week-old mice (n=3 per genotype). Mice were crossed to *Atxn1*^*2Q/−*^ animals in order to quantify RNA levels of a single *Atxn1* allele for Figure 1C.^28^ Total RNA was isolated using the miRNeasy Mini Kit from Qiagen following the manufacturer’s instructions. RNA was quantified using NanoDrop 1000 (Thermo Fisher), and random-primed cDNA was prepared from 1 μg of total RNA using M-MLV Reverse Transcriptase (Invitrogen). qRT-PCR was then performed with PowerUp SYBR Green Master Mix (Applied Biosystems), and samples were run on a real-time PCR detection system (BioRad CFX96). All samples were analyzed in triplicate, and *Atxn1* and Cic expression levels were normalized to the expression of the housekeeping gene *Gapdh*. Primer sequences are included in the Table S1.

#### Protein extraction and western blot of brain tissues

Homogenates of different brain regions from 4-week-old mice were prepared by Dounce homogenization (50x with 2mL size homogenizer, using Pestle B) in 1 mL NETN buffer (100 mM NaCl, 20 mM Tris-HCl, pH 8.0, 0.5mM EDTA, 1.5% NP-40, 1X protease inhibitor (Roche), 1X phosphatase inhibitor (Sigma)). Samples were sonicated for a total of 15 cycles, incubated for 30 min at 4°C, and spun at 13,000 rpm at 4°C for 15 min. Protein concentrations of the supernatant were measured using the Pierce BCA Protein Assay Kit (Thermo Fisher Scientific). Samples were diluted and prepared in NuPAGE sample reducing agent (Invitrogen) and NuPAGE LDS Sample Buffer (Invitrogen). The samples were boiled for 10 min and then run on NuPAGE 4-12% Bis-Tris 1.5mm 15-well gels (Thermo Fisher, NP0336BOX). The proteins were subsequently transferred to 0.2 μm nitrocellulose membranes (Amersham #10600004) for 2 hr at 0.32 Amps. After blocking for 1hr at room temperature with 5% milk in 1xTBST, membranes were washed 3x for 10min at RT in 1xTBST, then probed overnight at 4°C with anti-ATXN1 (in house, rabbit, 11750VII, 1:2,000),^27^ anti-CIC (rabbit in-house, 1:1,000), anti-RFX1 (rabbit Bethyl Cat# A303-043A, 1:2,000), anit-ZBTB5 (rabbit Atlas Antibodies Cat# HPA021521, 0.4 μg/ml), and anti-GAPDH (mouse, Millipore; 6C5, 1:10,000) in 1:1 Odyssey Blocking Buffer TBS (Licor) in tris buffered saline (5 mM Tris pH 7.5, 120 mM NaCl) with 0.1% Tween-20 (TBST). The secondary antibody used to detect anti-ATXN1 and anti-CIC was Goat Anti-Rabbit-HRP conjugate (Bio-Rad #170-5046, 1:10,000), and the secondary used to detect anti-GAPDH was Donkey Anti-Mouse IgG (Jackson ImmunoResearch #715-035-150, 1:10,000), all in 5% milk in 1xTBST. The membranes were washed three times with TBST and then imaged using the GE Amersham Imager 680.

#### CIC immunoprecipitation

Brain regions from 4-week-old mice were lysed in 1mL NEMT Buffer (50 mM Tris pH 7.5, 0.5% Np-40, 150 mM NaCl, 1mM EDTA) supplemented with fresh 1X protease inhibitor (Roche) and 1X phosphatase inhibitor (Sigma) using a Dounce homogenizer (50x with 2mL size homogenizer, using Pestle B). Lysate was incubated on ice for 20 mins and then centrifuged at max speed for 20 mins at 4°C. 15μl of Protein G Dynabeads (Invitrogen, 10004D) were washed 3x with 500μl of 1xPBS and then incubated at RT for 40 mins with 600μl 5% BSA in 1x PBS with either 1μl of normal rabbit IgG (EMD Millipore #12-370) or 5 ml of rabbit anti-CIC (in house).^7,18^ Beads were washed 2x with 500μl NEMT on ice, and then 300μl of the lysate was loaded on the washed beads and incubated at 4°C for 45 mins. Beads were washed 4x with 500μl NEMT on ice and in second wash, beads were moved to a new tube. After final wash, loading buffer was added and beads were boiled for 10 mins at 95°C. After elution, beads were removed and samples were ran on NuPAGE 4-12% Bis-Tris 1.5mm 15-well gels (Thermo Fisher, NP0336BOX).

#### Behavioral tests

All behavioral analyses were performed during the light phase of the 12 hr light/dark cycle by an experimenter blinded to the genotype of the mice. The mice had access to food and water *ad libitum* except during tests. All mice were age-matched within experiments and littermate controls were used when possible. For each test, the mice were habituated for 30 min in the test room before testing. Testing was done at a room brightness of 200 lux with white noise playing at 60dB.

##### Rotarod

The rotarod test was performed at seven, fifteen and twenty-four weeks of age to evaluate coordination and motor skill acquisition (Type 7650; Ugo Basile). The mice were placed on the rotating rod (3 cm diameter, 30 cm long) for 4 trials every day for a period of 4 days. Each trial lasted a maximum of 10 min. The rod accelerated from 4 to 40 rpm in 5 min, and remained at 40 rpm for the remaining 5 min. The time the mice took to fall was recorded. Two subsequent rotations around the rod were also counted as a fall.

##### Barnes maze

Barnes Maze was done as described^13^ with the following adaptation. Mice were allowed to habituate in the room minimum of 30 mins prior to testing. During training, mice were placed on Barnes Maze twice a day, for 3 min trials. Mice that did not find the escape tunnel at the end of the training trial were placed into the tunnel. Training was done for 4 consecutive days, with and inter-trial interval of at least 30 mins. On the fifth day, the escape hole was covered, and mice were placed on the Barnes maze for 3 mins. Probe latency time (amount of time it took mice to first pass the probe area) and speed were recorded. Speed was confirmed to not be significantly different to ensure that speed does not confound the latency time.

##### Plethysmography

Whole-body plethysmography (Buxco) was performed as described previously.^14,42^ Mice at 40weeks of age were habituated to the chambers for 1 hr before recording the respiration for 30 min. Air was pumped through the chambers at a rate of 0.5 L/min. Breath waveforms were identified using Phonemah 3 software (DSI), and the breathing rate and tidal volume were subsequentially analyzed using a customized MATLAB (MathWorks) code. As mouse movements can induce artifacts, breaths with an inspiratory time under 0.025 sec, expiratory time over 10 sec, or calculated expiratory tidal volume more than twice the inspiratory tidal volume were excluded. A sliding window of 200 breaths was used to filter out intervals during which more than 10% of breaths were taken at a rate faster than 600 breaths/min. Inter-breath interval irregularity (IBII) was defined as IBII=abs[breath length(*n*+1)–breath length(*n*)]/breath length(*n*) (abs: the absolute value; *n*: chronological number of a recorded breath). Mice with less than 100 reliable recorded breaths were excluded from the analysis.

#### Histology

Deeply anesthetized mice were perfused with PBS followed by 4% PFA in 1xPBS. Isolated brain tissues were post-fixed with 4% PFA in PBS for 48 h at 4°C, followed by 30% sucrose in 1xPBS for cryoprotection at 4°C. The brain tissues were then embedded in Tissuetek OCT compounds (Sakura, #4583) and sagittally sectioned with 30 μm thickness starting at 1.725 mm and freely floated in PBS for staining. The floating cryosections were washed 3x with 1xPBS and then blocked with 10% NGS in 0.2% Triton X-100 for an hour at RT. Mouse anti-Calbindin antibody (Swant, McAB300, 1:600) was added into the blocking buffer and incubated for 24 h at 4°C with gentle shaking. After 3x of washing with 1x PBS, the sections were then incubated with anti-mouse secondary antibody conjugated with Alexa Fluor 488 (Invitrogen, A11029, 1:500) for 24 hr at 4°C with gentle shaking. The stained sections were washed 3x with 1xPBS, counterstained with Dapi for 5 min (1:5000, ThermoFisher D1306) and mounted on a slide with Vectashield antifading mounting media (Vector Laboratories, H-1000). Fluorescence imaging of the tissues was performed on a Nikon Eclipse Ti2-E confocal microscope. The whole cerebellum image of each stained section was obtained using a tile-scanning function, and the thickness of the two molecular layers between the lobule V and VI were measured using an ImageJ software (Fiji, version 2.1.0/1.53c). The procedure for performing free-floating immunohistochemistry with CAR8 and IP3R1 has been described previously.^43,44^ Blinded experimenters performed the immunohistochemistry, imaging, and quantification of puncta in the cerebellar nuclei. Purkinje cell bodies, processes, and terminals were immunolabeled with both 1:500 rabbit anti-carbonic anhydrase VIII (CAR8) (12391-1-AP; Proteintech) and 1:500 rabbit anti-IP3R1 (PA1-901; Invitrogen) primary antibodies followed by 1:1500 Alexa-350 secondary (A10039; Invitrogen). Photomicrographs of stained tissue were collected using a Zeiss Axio Imager.M2 microscope equipped with a Zeiss AxioCam MRm camera and apotome. Single-plane 40x images of fastigial nuclei were acquired for both CAR8/IP3R1 and VGAT quantification. One image per stain and area of interest was analyzed per animal. Images were prepared for analysis using FIJI software (ImageJ).^45-47^ Our method for puncta counting using FIJI software has been previously described.^48^ First, the built-in rolling ball method was used to subtract background signal from the images. Then, the images were converted into binary images by setting a threshold and the watershed function was used to separate combined puncta. Finally, the “analyze particles” function was used to count instances of expression in the region of interest. The puncta density was calculated as the number of detected puncta divided by the area of the region of interest. Representative images of the analysis were prepared using Adobe Photoshop and Illustrator software. Example images were corrected for brightness and contrast in Adobe Photoshop.

#### In vivo anesthetized electrophysiology

*In vivo* anesthetized electrophysiology of single unit cerebellar Purkinje and nuclear neurons in 6-week-old mice was performed as previously described.^44,49-51^ In short, animals were anesthetized with a ketamine (80 mg/kg) xylazine (16 mg/kg) mixture administered via intraperitoneal injection and maintained with 0.5% isoflurane. Body temperature was maintained throughout the recording session with a heating pad (Kent Scientific, Torrington, CT, USA; #DCT-15). A ~2 mm diameter craniotomy was performed at −6.4 A/P, +/−1.3 M/L to target Purkinje cells. The exposed brain tissue under the craniotomy site was immediately immersed in 0.9% w/v NaCl solution. The recording location was set using a motorized micromanipulator (MP-225; Sutter Instrument Co., Novato, CA, USA). Single unit cell activity was isolated with tungsten electrodes with a resistance of ~5-8 MΩ (Thomas Recording, Giessen, Germany). Electrodes were connected to a preamplifier headstage and bandpass filtered at 0.3–13 kHz (ELC-03XS amplifier, NPI Electronic Instruments, Tamm, Germany). The amplifier output was digitized at 16667 Hz (CED Power 1401, CED, Cambridge, UK). Recordings were made and spike sorted in Spike2 software (CED, Cambridge, UK). Purkinje neurons were identified by the presence of both complex and simple spikes. A minimum of 60 s were analyzed per recording. Spike sorting and analysis were performed by a blinded experimenter. Calculations of the firing properties were made using custom Matlab code (MathWorks, Natick, MA, USA). Firing rate was defined as the count of spikes that occurred within the analysis window (spikes/s). Outliers were identified and removed using the ROUT method (Q = 0.1%) in GraphPad Prism software (GraphPad Software, La Jolla, CA, USA). The number of animals included in the analyses is represented by “n” while the number of cells included in the analyses is represented by “c”.

#### RNA sequencing

Cerebellar, striatal, cortex, hippocampal and brainstem tissue from 10-week-old mice (n=3-4 per genotype) were dissected and frozen in LN2. Total RNA was isolated using the miRNeasy Mini Kit (Qiagen #217004) following manufacturer’s instructions. The RNA was submitted to Genewiz for RNA integrity assessment, library preparation and sequencing on the Illumina HiSeq platform. For each sample, approximately 100 million 150-bp pair-end reads were generated. Raw reads were trimmed before mapping by Trimmomatic-0.36 using the adapter reference TruSeq3-PE.fa:2:30:10.^35^ STAR v2.7.2d was used to align trimmed reads to the Mus musculus genome (GRCm38.p6 M18) and to obtain read counts with default parameters.^33^ Default STAR parameters were used other than –sjdbOverhang 149. The mappabilities for all 79 samples were above 87%.

The read counts were then used for differential gene expression analysis using the DESeq2 package v1.32.0.^34^ Dysregulated genes were called as having an adjusted p-value of < 0.05. Heatmaps were generated using the 1000 genes with lowest P-adjusted values using the pheatmap package v1.0.12. Specifically, the heatmaps show unbiased clustering plotting z-scores for each gene, by normalizing the row to have an average expression of zero and a standard deviation of one. Upset plot was generated using UpSetR package v1.4.0 in R v4.1.1.^32^ KEGG analysis was performed using the clusterProfiler package v4.0.5 in R v4.1.1.^31^ DESeq2 differential gene expression output for all 5 brain regions is included in the Table S2.

#### Nuclear isolation

Nuclei were isolated from frozen 10-week-old cerebella from the following genotypes (*Engrailed1-Cre;Cic*^*fl/fl*^, WT, *Atxn1*^*154Q/2Q*^*, Atxn1*^154Q[V591A;S602D]/2Q^, n = 3-4) using a modified iodixanol gradient.^52^ Briefly, flash frozen tissue was dropped into a 7ml dounce homogenizer containing 5ml buffer HB (0.25M Sucrose, 25mM KCl, 2mM Tricine KOH pH 7.8, 500uM Spermidine) and dounced 10x with loose pestle A and 20x with tight pestle B. Then 320μl of HB-IGEPAL (HB Buffer + 5% IGEPAL CA-630) was added to each homogenizer and dounced 20x more with tight pestle. Each sample was incubated for 10 mins on ice and filtered through a 30μM filter into a conical tube containing 5ml of iodixanol working solution [5 volumes Optiprep (Sigma Aldrich, D15556) + 1 volume Optiprep Diluent (150mM KCl, 30mM MgCl_2_, 120mM Tricine-KOH pH 7.8)] and mixed by tube inversion.

To set up the gradient, 4ml of 40% Iodixanol (3 volumes working solution + 1 volumes HB buffer) was added to a 50ml round bottomed conical tube. Then, 7.5 ml 30% Iodixanol (3 volumes working solution + 2 volumes HB) was slowly overlayed on top, followed by 10ml of the sample containing mixture prepared above. This gradient was spun at 10,000g for 20 mins at 4°C in a hanging bucket centrifuge (Sorvall Lynx 6000) with decel turned off. After centrifugation, nuclei are located at the interface between 30% and 40% iodixanol layers. Iodixanol containing supernatant above the nuclei was slowly discarded with bulb pipette. Approximately 1.5-2ml of the interface containing nuclei were collected and placed into 2ml microcentrifuge tube.

The number of nuclei were quantified by taking 20μl of sample and mixing it with 2μl 0.2mg/ml DAPI diluted in HB buffer. After three-minute incubation at RT, the nuclei were diluted 1:10 in buffer HB and counted on a Countess II with DAPI channel to quantify.

#### CUT&RUN

Cleavage Under Targets & Release Nuclease (CUT&RUN) was performed on nuclei isolated from above following.^17^ As an overview, we performed one nuclear isolation per animal and then split the nuclei into three individual tubes for the three antibodies surveyed (CIC, H3K27ac and IgG). An individual sample will refer to one antibody from a unique animal.

To activate Concanavalin A coated magnetic beads (Bangs Laboratories Inc., BP531) for binding, we incubated 25μl per sample with 3x volumes binding buffer (20mM HEPES-NaOH 7.5, 10mM KCl, 1mM CaCl2, 1mM MnCl2), rotated at RT for 5 minutes, and washed 2x with 1ml binding buffer. All washes are done by placing microcentrifuge tube on magnetic rack and waiting until solution is clear as beads separated from the solution. Following washes, the beads were resuspended in 50ml binding buffer per sample.

After bead activation, 200μl beads were added to 2.0x10^6^ nuclei in the iodixanol mixture from each animal and rotated for 10 minutes at room temperature. Following binding of nuclei to beads, all further processing was done on ice. Bead bound nuclei from each animal was washed 2x with 1ml wash buffer (20mM HEPES NaOH pH 7.5, 150mM NaCl, 500uM Spermidine, and 0.5% Ultrapure BSA [AM2618, Invitrogen] with 1 tablet of Complete Protease Inhibitor Cocktail [Roche 11873580001] per 50ml). After the second wash, 250μl of nuclei bound beads (~500,000 nuclei) in wash buffer were added to individual microcentrifuge tubes corresponding to each antibody.

Supernatant was removed and 250ml of each antibody (CIC 1:2000 [rabbit polyclonal antibody, homemade], IgG 1:100 [rabbit polyclonal, Millipore, 12-370], H3K27Ac 1:100 [Rabbit monoclonal, D5E4 #8173 Cell Signaling]) diluted in antibody buffer (wash buffer + 0.05% Digitonin [11024-24-1, Calbiochem] + 2mM EDTA) was added to the tubes containing nuclei bound during light vortexing (1100rpm). Tubes were then placed at 4°C to rotate overnight. Following rotation, a quick spin on a microcentrifuge was performed to remove liquid from the cap and then washed 2x with 1ml Dig-wash buffer (wash buffer + 0.05% digitonin). Following the second wash, samples were resuspended in 200μl dig wash buffer and transferred to PCR strip tubes. Supernatant was removed and 100μl pAG-MNase [5μl 20x pAG-MNase(15-1016, Epicypher) + 100μl dig wash Buffer] and mixed with gentle flicking. Tubes were placed on nutator for 1hr at 4°C. Following incubation, samples were washed with 200μl dig-wash buffer, transferred to new 1.5ml microcentrifuge tube, and washed 1 additional time in dig-wash buffer.

To initiate cleavage and release of DNA bound fragments, each sample was resuspended in 150μl of dig-wash buffer while gently vortexing. Samples were placed on ice in 4C room for 10 minutes to equilibrate. To start digestion, while in 4°C room, 3μl of 100μM CaCl2 was added to each tube, quickly flicked, and immediately returned to ice. Following 45-minute incubation on ice for digestion, 150μl 2x STOP (340mM NaCl, 20mM EDTA, 4mM EGTA, 0.05% Digitonin, 100μg/ml RNAse A [EN0531, ThermoFisher Scientific], 50 μg/ml Glycogen [10901393001, Roche], and 0.1 ng E. coli spike-in [18-1401, Epicypher] per sample) mixture was added to each sample and then incubated at 37°C for 30 mins to digest RNA and release DNA. E.coli spike-in control was used for normalization of CUT&RUN signal due to differences in library amplification and/or sequencing. Supernatant was transferred to new tube and incubated with 1.5μl 20% SDS and 5μl 10mg/ml Proteinase K while lightly shaking at 50°C for 1hr. DNA was then purified by phenol-chloroform extraction using Maxtract Tubes (129046, Qiagen) and pellet resuspended in 36.5 μl TE Buffer.

#### CUT&RUN library preparation

Library preparation was modified from protocols.IO (https://doi.org/10.17504/protocols.io.bagaibse) utilizing reagents from the NEB Next II DNA Ultra Kit (Cat# E7645S) and NEB Unique Combinatorial Dual index kit (E6442S) with modifications outlined below. Input DNA was quantified with Qubit, and 6ng of CUT&RUN DNA was used as input for the H3K27Ac samples and 25μl of CUT&RUN DNA was used for both CIC and IgG samples. Volume of DNA was brought up to 25ul and 1.5μl End Prep Enzyme Mixture and 3.5 μl Reaction buffer were added and incubated at 20°C for 30 mins and 50°C for 60 mins. After end prep, 15 μl of NEB Next Ultra Ligation Mastermix, 0.5 μl Ligation Enhancer and 1.25 μl of Adapter (1 μM stock adapter for H3K27Ac, 0.5μM stock adapter for CIC and IgG) were added directly to the PCR tube, mixed by pipetting, and incubated for 15 mins at 20°C. Then, 1.5μl of USER Enzyme is added to each tube. Finally, SPRI select beads (B23318, Beckman Coulter) were used at 1.6x ratio to remove excess adapter and eluted in 15μl of TE buffer.

PCR amplification was performed using 13μl of adaptor ligated fragments, 1μl of Unique Combinatorial Dual Index, 1μl of sterile water, and 15μl 2x Q5 Master Mix. 14 cycles of PCR were performed with 10 seconds of denaturation at 98°C and 10 sec of annealing/extension at 65°C. Following PCR amplification, SPRI select beads were used for two-sided size selection; 0.65x right sided selection was performed first followed by 1.2x left sided size selection. Sample was eluted in 15μl TE.

For quality control, each library size distribution was determined by Agilent Tapestation HS DNA 1000 (5067, Agilent Technologies) and concentration was determined by KAPA PCR (07960140001, Roche). Libraries were pooled together at equimolar concentrations and submitted to Genewiz for sequencing. Each library was sequenced for approximately 25 million paired end reads of 150bp in length on a Novaseq 6000 S4 flow cell.

#### CUT&RUN alignment

Our CUT&RUN data analysis pipeline was adapted from CUT&RUN Tools.^53^ Raw Fastq files were appended together using Linux cat function. Adapter sequences were removed from sequence reads using Trimmomatic version 0.36 (2:15:4:4:true LEADING:20 TRAILING:20 SLIDINGWINDOW:4:15 MINLEN:25) from the Truseq3.PE.fa adapter library and kseq.^35,53^ Confirmation of adapter removal and read quality was performed with fastqc (v0.11.8).^54^ Alignment was performed with bowtie2-2.3.4.1 (–dovetail –phred33) to both mm10 (GRCm38 GCA_000001635.2) and the spike-in Ecoli K12 Genomes (GCF_000005845.2_ASM584v2). To isolate small fragments specific to transcription factor binding, fragments under 120 bp in length in CIC and IgG samples using samtools (1.10) as previously described.^53,55^ Bedtools (v2.29.1) was used to process BAM files to BED files, remove blacklist (mm9 blacklist lifted over to mm10 and combined with mm10 blacklist downloaded with CUT&RUNTools,^53^ and to generate bedgraphs.^36^ Each sample was normalized to internal Ecoli spike-in utilizing spike_in_calibration.sh as described previously.^16^ Spike-in normalized bedgraphs from each genotype were merged together using bedtools unionbedg and averaged for summary figures. Both spike-in normalized bedgraphs for each sample and merged bedgraphs were converted to bigwigs using UCSC Bedgraph to Bigwig.

#### CIC peak calling, distribution, and de-novo motif analysis

Replicate BAM files for each factor and genotype were merged using bedtools. Peaks from CIC samples were called by using merged bam file as treatment (WT, *Atxn1*^*154Q/2Q*^, and *Atxn1*^*154Q[V591A;S602D]/2Q*^) compared to control (*Engrailed1-Cre;Cic*^*fl/fl*^) using MACSr (version 1.00, macs3 callpeak parameters “BAMPE”, qvalue = 0.05).^56^ Multiple non-specific peaks were observed in telomeric repeat regions, which were removed by omitting peaks with >50% overlap repeat masked mm10 (RepeatMasker Library db20140131) with bedtools intersect. Distribution of CIC peaks relative to genomic elements was determined using ChIP-seeker plotAnnoPie (v1.28.3).^57^ Association of a peak to gene was determined using bedtools closest and filtering for genes within gene body or within 5kb of promoter. Some genes contain multiple peaks, and the original 2,079 peaks identified correspond to 1,403 unique genes with CIC peaks in the *Atxn1*^*154Q/2Q*^ cerebellum.

De-novo motif analysis was performed with peaks from WT and *Atxn1*^*154Q/2Q*^ animals using the MEME suite (4.11.2).^38^ Briefly, the 50bp sequence flanking each peak summit was isolated from mm10 genome using bedtools getfasta and de-novo motif analysis using MEME-ChIP, MEME output.^58^ Identified de-novo motif was compared to similarly reprocessed data CIC ChIP-seq peaks using TomTom.^15,20^ CIC CUT&RUN peaks are included in Table S6.

#### Visualization and differential quantification of CUT&RUN signal

Integrated Genome Viewer (IGV) v2.11.1 was used to examine spike-in normalized signal tracks at individual loci.^30^ Target loci for this analysis was determined as follows: For signal at all CIC peaks, we extracted genomic coordinates for summits andincluded 50bp on either side of the summit. Additionally, we subset *Atxn1*^*154Q/2Q*^ peaks within 5kb of DEGs from *Atxn1*^*154Q/2Q*^ RNA-seq (padj <0.05). Similarly, we subset coordinates for all gene bodies of *Atxn1*^*154Q/2Q*^ DEGs (padj <0.05) for examination of H3K27Ac signal.

To globally visualize CUT&RUN signal at above loci, we used deeptools plotProfile and plotHeatmap functions from spike-in normalized bigwig files (version 3.5.1).^39^ Quantification of CIC binding at CIC peaks and H3K27Ac binding within gene bodies of DEGs were generated using bedtools multicov. Briefly, we utilized bed files representing CIC peaks or gene bodies and bedtools multicov was used to generate a matrix of raw reads from each individual replicate at each locus. The number of aligned spike-in reads per sample was added as a row. This was imported into DeSeq2 for downstream processing.

Differential binding was calculated between WT and *Atxn1*^*154Q/2Q*^ and *Atxn1*^*154Q[V591A;S602D]/2Q*^ genotypes using DESeq2 package (v1.32.0).^34^ Counts were normalized to the spike-in E coli control.

#### Motif bootstrapping

FIMO from MEME Suite version 4.11.2 was utilized to identify the occurrence of each motif (CIC this paper, ZKSCAN1 and RFX1 from JASPAR) within 1 kb upstream of the transcriptional start site (TSS).^59^ For peaks, bedtools closest was utilized to pair a peak with a gene within 5kb of TSS and analyzed in similar fashion. The frequency of differentially expressed genes for each RNA-seq dataset (padj < 0.05) containing a motif or peak was calculated by (DEGs with motif or peak/Total DEGs per RNA-Seq Dataset) and represented as a black dot. To examine significance of the observed frequency relative to random chance, we calculated the frequency of the motif or peak within a random set of the same number of non-differentially expressed genes (padj > 0.05) and randomly sampled 10,000 repetitions with each simulated repetition represented as a colored dot (salmon or blue depending on genotype). P value was then computed as (r+1)/(n+1), where r is the number of repetitions where percent motifs in selected non-DEGs is greater than the percent of motifs or peaks in DEGs experimentally determined and n is the total number of repetitions.^60,61^ Plots are made in R version 4.11 with package ggplot version 3.3.5.^62^ CIC, RFX1 and ZSKCAN1 motif analyses are included in Tables S3, S4, and S5, respectively.

#### ATXN1 immunoprecipitation

Tissue from 4-week-old mice were lysed in 1mL NEMT Buffer (50 mM Tris pH 7.5, 0.5% Np-40, 150 mM NaCl, 1mM EDTA) supplemented with fresh 1X protease inhibitor (Roche) and 1X phosphatase inhibitor (Sigma) using a Dounce homogenizer (50x with 2mL size homogenizer, using Pestle B). Lysate was incubated on ice for 20 mins and then centrifuged at max speed for 20 mins at 4°C. Pierce BCA protein kit (Cat # 23227) was utilized to quantify protein and equal amounts of protein were used for each IP. 15μl of Protein G Dynabeads were washed 3x with 500μl of 1xPBS and then incubated at RT for 40 mins with 600μl 5% BSA in 1x PBS with either 1μl of normal mouse IgG (Millipore, #12-371) or 5 μl of mouse anti-ATXN1 (in house).^63^ Beads were washed 2x with 500μl NEMT on ice, and then 300μl of the lysate was loaded on the washed beads and incubated at 4°C for 45 mins. Beads were washed 4x with 500μl NEMT on ice and in second wash, beads were moved to a new tube. After final wash, loading buffer was added and beads were boiled for 10 mins at 95°C. After elution, beads were removed and samples were ran on NuPAGE 4-12% Bis-Tris 1.5mm 15-well gels (NP0336BOX).

For mass spectrometry, a preclearing step was added and lysate was incubated with Protein G Dynabeads (not coated with additional antibody) for 30 mins on a rotator at 4°C. Upon removal of lysate, these beads were used as the negative mass spectrometry control. The lysate was then added to antibody coated Protein G Dynabeads and the immunoprecipitation was carried out as described.

#### Mass spectrometry

The affinity purified protein and its interacting proteins were digested on beads. The beads were washed with cold PBS twice and resuspended with 50 μl of 20 mM Ammonium bicarbonate (pH8.0), 2mM CaCl_2_ and 500 ng of MS- grade trypsin was added and digested for overnight at 37°C. The digestion was stopped by adding 5 ul of 10% formic acid. The digested peptide was removed and enriched by in-housed STAGE tip^64^ column with 2 mg of C18 beads (3 μm, Dr. Maisch GmbH, Germany) then vacuum dried. Resuspended peptides were subjected to a nanoLC-1000 (Thermo Scientific) coupled to Orbitrap Fusion Lumos^™^ mass spectrometer (Thermo Scientific) with ESI source. The peptides were loaded onto an in-house Reprosil-Pur Basic C18 (1.9 μm, Dr. Maisch GmbH, Germany) trap column (2 cm length, 100 μm i.d.) and separated by 5 cm column (150 μm i.d.) with a 75 min gradient of 2-28 % of acetonitrile/0.1% formic acid at a flow rate of 800 nl/min. The data acquisition was made in data dependent analysis mode (DDA) for unbiased peptide detection. The precursor MS spectrum was scanned at 300-1400 m/z, 120k resolution at 400 m/z, 5x105 AGC target (50 ms maximum injection time) by Orbitrap. Top 30 scan was applied to selected MS1 signal and filtered by Quadrupole (2 m/z isolation window, 15 second exclusion time with +/− 7ppm mass tolerance), fragmented by Higher-energy C-trap dissociation (HCD) and detected by Ion trap with rapid scan rate (5x103 AGC target, and 35 msec of maximum injection time). Obtained spectra were searched against the target-decoy mouse RefSeq database (release Dec. 2020, 28,456 protein sequence) in Proteome Discoverer 2.1 interface (PD 2.1, Thermo Fisher) with the Mascot algorithm (Mascot 2.4, Matrix Science). Dynamic modifications of the acetylation of protein N-terminus and oxidation of methionine were allowed. The precursor mass tolerance was confined within 20 ppm with fragment mass tolerance of 0.5 Da and a maximum of two missed cleavages was allowed. Assigned peptides were filtered with 1% false discovery rate (FDR) using percolator validation based on q-value. Calculated area under curve of peptides was used to calculate iBAQ for protein abundance using in housed software.^65^

Significant proteins were identified by an absolute log_2_ fold change ≥ 4 and a p-value < 0.05 when compared to the preclear control. The list of mouse transcription factors came from AnimalTFDB3.0.^66^ ATXN1 IP-MS data is included in Table S9.

#### Analysis of public ChIP-seq data

Public mouse ChIP-seq data for RFX1 and ZKSCAN1 was downloaded from http://cistrome.org/db/#/.^67^ RFX1 ChIP-seq was derived from neural precursor cells (NPCs)^24^ and ZKSCAN1 ChIP-seq was derived from erythroid progenitor cells.^25^ After downloading BED peak files of each transcription factor, association of a peak to gene was determined using bedtools closest and filtering for genes within gene body or within 5kb of promoter. Pie charts were generated by quantifying how many *Atxn1*^*154Q/2Q*^ DEGs contained a peak for just one transcription factor (CIC, RFX1 or ZKSCAN1), peaks from multiple transcription factors (TFs; CIC and RFX1, CIC and ZKSCAN1, RFX1 and ZKSCAN1, or CIC, RFX1 and ZKSCAN1) and those DEGs which contain no TF peaks. RFX1 and ZKSCAN1 ChIP-seq peaks are included in Tables S7 and S8, respectively.

#### iPSC Differentiation into iNeurons

Fibroblast conversion into iPSCs was previously described,^9^ but briefly, fibroblasts were derived from skin biopsies collected from individuals with SCA1 and their unaffected siblings after obtaining written, informed content as approved by the institutional Review Board of the Human Subjects Committee at the University of Minnesota. The age and gender of these individuals has not been reported to respect the wishes of anonymity of this kindred. iPS cells were reprogrammed from fibroblasts.^68^ Fibroblast cells were reprogramed with CytoTune-iPS 2.0 kit (Invitrogen) follow the manufacturer’s instructions. iPSCs were plated in a 6-well low binding plate and infected with a lentivirus packaged with rtTA with gentamicin selection, with polybrene added as a transfection reagent. Cells were shaken overnight in an incubator to form spheres, and after 24 hours transferred into 4 wells of a 6-well 2x Cultrex plate. One hour after transfer, media was changed to remove excess virus and polybrene. The following day, gentamicin selection was started with daily media changes until uninfected control cells were absent. The cells were then infected in the same method with lentivirus packaged with doxycycline inducible NGN2-EGFP with puromycin selection. After infection, one well of the transferred cells was inducted with doxycycline to check infection efficiency. Neurons were differentiated as described^69^ with 75,000 cells/well in a Matrigel coated 24-well plate. Neurons matured for 21 days prior to RNA isolation. RNA isolation and cDNA synthesis described above. Genes selected to test for qRT-PCR in the iNeurons met the criteria of having an adjusted p-value < 0.05 in the mouse RNA-seq data, a predicted peak of only one transcription factor, and were expressed in iNeurons according to https://ineuronrnaseq.shinyapps.io/rnaseq_app/. Genes that met these criteria were then ranked by log2FC and the highest were selected for testing. 30% of the genes screened reproduced in the human iNeurons. Genes that reproduced in the iNeurons were selected as representative genes to show for the mouse RNA-seq data in Figures 4G-4I. Primer sequences for qRT-PCR are included in Table S1.

#### Statistical analysis

Experimental analysis was performed in a blinded manner when possible. Statistical tests were performed in accordance with the experimental design. Simple comparisons used Student’s t-test, whereas multi-group comparisons used one or two-way ANOVAs. Nonparametric data used Mann-Whitney tests. Survival analysis used Log-rank test. In each case, *, **, ***, **** and ns denote p<0.05, p<0.01, p<0.001, p<0.0001 and p>0.05, respectively.

## Supplementary Material

MMC7

MMC8

MMC9

MMC6

MMC5

MMC4

MMC2

MMC10

MMC1

MMC3

## Figures and Tables

**Figure 1.**
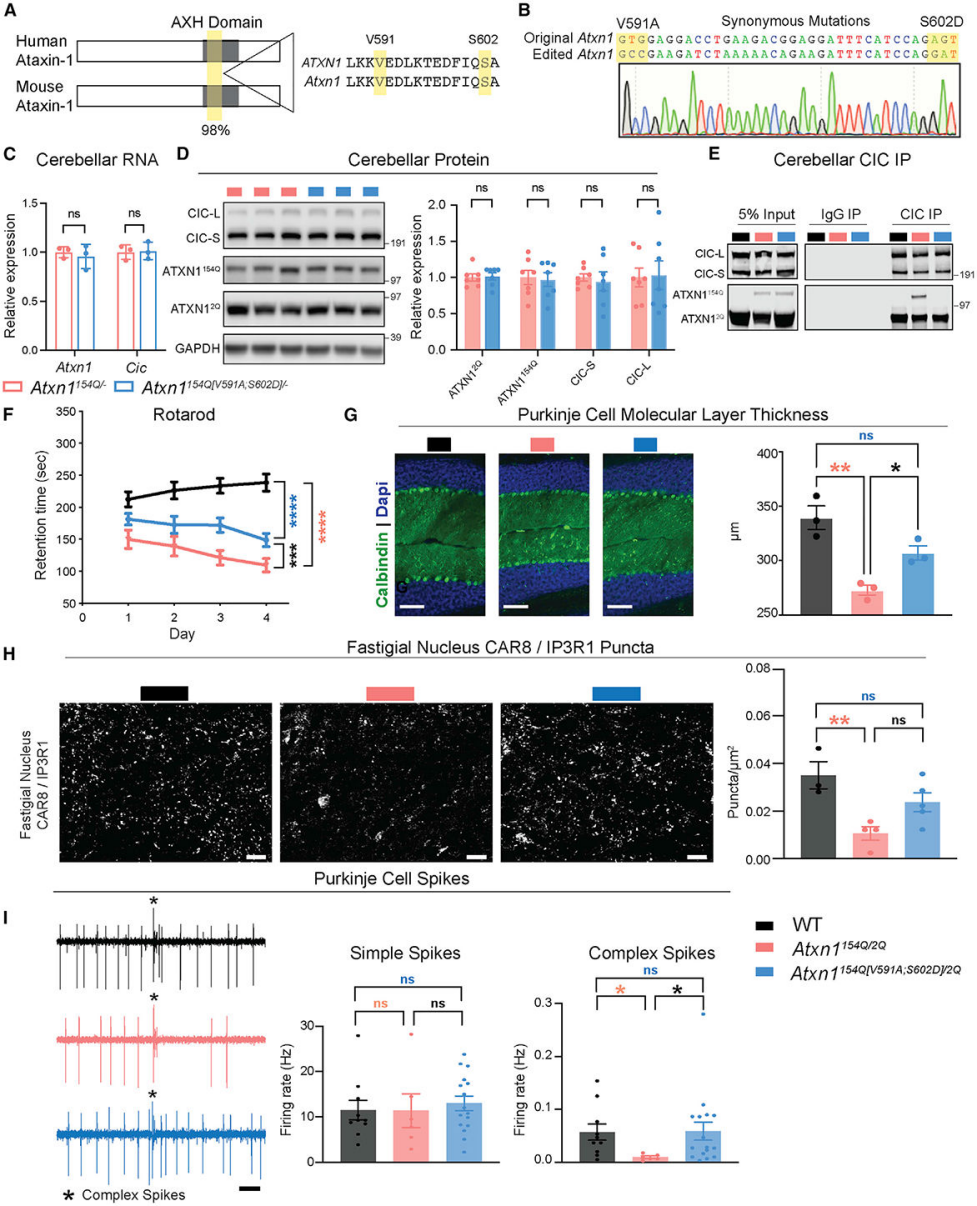
ATXN1-CIC complex is critical for SCA1 pathogenesis in cerebellar Purkinje cells (A) Conservation of ATXN1 AXH domain and amino acids V591 and S602 in human and mouse. (B) Sanger sequencing confirming the correct mutation of V591 and S602 and synonymous mutations in *Atxn1*^*154Q[V591A;S602D]/2Q*^ F1 offspring. (C) Quantification of *Atxn1* and *Cic* RNA levels in the cerebellum of mice at 4 weeks of age. *Atxn1* and *Cic* were normalized to *Gapdh,* n = 3. (D) Representative western blot and quantification of ATXN1 and CIC protein levels in the cerebellum of mice at 4 weeks of age. ATXN1 and CIC were normalized to GAPDH, n = 7. (E) Representative western blot showing the pull-down of ATXN1 and CIC upon immunoprecipitation (IP) of CIC in cerebella of mice at 4 weeks of age. (F) Rotarod assay in mice at 24 weeks of age. n = 9–14. (G) Cerebellar Purkinje cells stained with DAPI and Calbindin at 40 weeks of age (original magnification ×20, scale bars, 100 μm) and quantification of the molecular layer thickness of the cerebellum in lobules V and VI, n = 3. (H) Representative images of CAR8/IP3R1 expression in the fastigial nucleus (scale bars, 20 μm) and quantification of CAR8/IP3R1 puncta, n = 3–5. (I) 1 s example recordings of Purkinje neuron firing. Scale bars, 0.1 s. Complex spike, * (left). Firing rate of Purkinje neurons simple spikes (middle) and complex spikes (right). n = 3, number of cells (c) = 6–16. t tests were used for (C) and (D); two-way ANOVA with Tukey’s multiple comparisons was used for (F); one-way ANOVAs with Tukey’s multiple comparisons were used for (G), (H), and (I). In each case, *, **, ***, ****, and ns denote p < 0.05, p < 0.01, p < 0.001, p < 0.0001, and p > 0.05, respectively. All data are represented as mean ± SEM. See also Figure S1.

**Figure 2.**
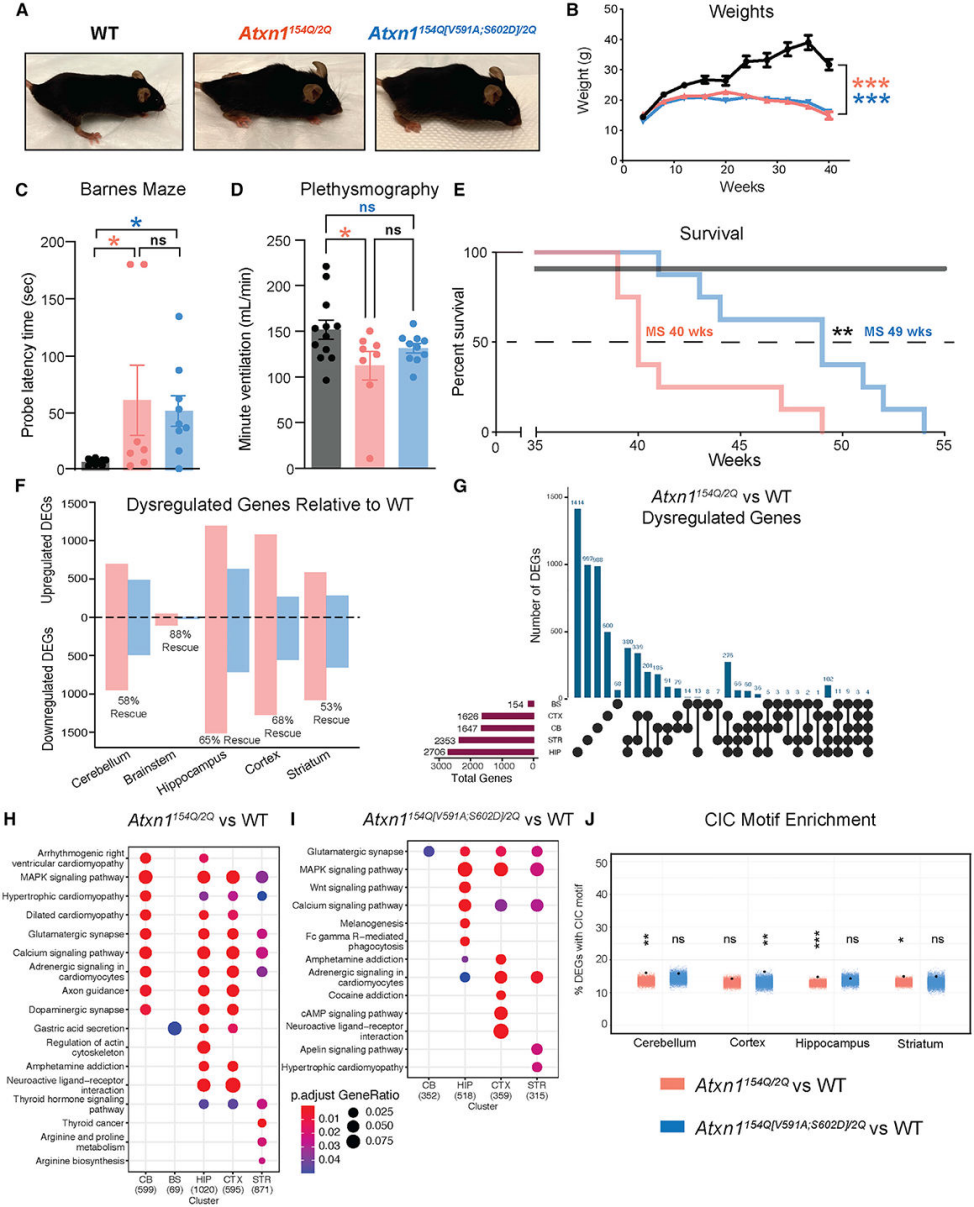
Global loss of the ATXN1^154Q^-CIC interaction partially improves some SCA1 neurological phenotypes (A) *Atxn1*^*154Q/2Q*^ and *Atxn1*^*154Q[V591A;S602D]/2Q*^ but not WT mice develop kyphosis, shown at 36 weeks of age. (B) Monthly weights, n = 13–19. (C) Barnes maze at 14 weeks of age. (D) Minute ventilation as measured via plethysmography at 40 weeks of age. (E) Survival analysis. (F) Up and downregulated differentially expressed genes (DEGs) by brain region. Dysregulated genes were determined as having an adjusted p value < 0.05. Rescued genes were determined as having an adjusted p value < 0.05 in the *Atxn1*^*154Q/2Q*^ mouse model and an adjusted p value > 0.05 in the *Atxn1*^*154Q[V591A;S602D]/2Q*^ mouse model. Bulk RNA sequencing was conducted at 10 weeks of age, n = 3–4. (G) UpSet plot of dysregulated genes in *Atxn1*^154Q/2Q^ mouse model by brain region. (H) Dot plot of KEGG pathways enriched in *Atxn1*^*154Q/2Q*^ DEGs by brain region. (I) Dot plot of KEGG pathways enriched in *Atxn1*^*154Q[V591A;S602D]/2Q*^ DEGs by brain region. (J) Jitter plot of CIC motif enrichment in *Atxn1*^*154Q/2Q*^ and *Atxn1*^*154Q[V591A;S602D]/2Q*^ DEGs by brain region. The black dot indicates % DEGs with CIC motif within 1 kb of the transcriptional start site from each respective RNA-seq dataset. Colored jitter plot represents the % of non-DEGs with motif calculated over 10,000 random iterations. For each assay, a minimum of 8 mice were used unless otherwise specified. Two-way ANOVA with Tukey’s multiple comparisons was used for (B); one-way ANOVAs with Tukey’s multiple comparisons test were used for (C) and (D); Mantel-Cox log-rank was used for (E). In each case, *, **, ***, ****, and ns denote p < 0.05, p < 0.01, p < 0.001, p < 0.0001, and p > 0.05, respectively. All data are represented as mean ± SEM. See also Figure S1.

**Figure 3.**
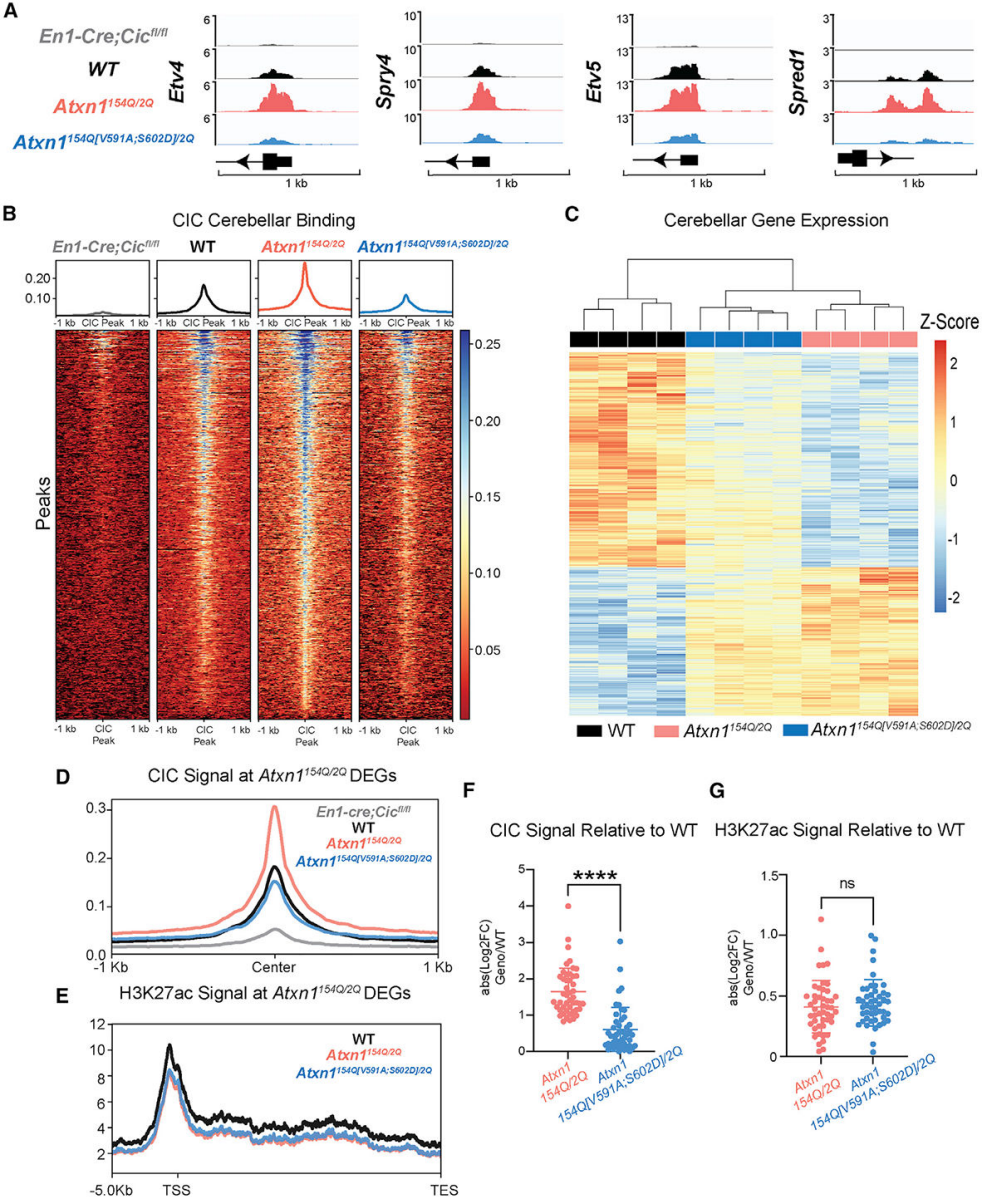
Molecular characterization of *Atxn1*^*154Q[V591A;S602D]/2Q*^ mice demonstrates CIC-dependent and independent contributions to SCA1 (A) Integrative Genomics Viewer (IGV) tracks displaying CIC binding of validated CIC targets *Etv4, Spry4, Etv5,* and *Spred1* from CUT&RUN, 10 weeks of age, n = 3–4. (B) Heatmap of CIC signal at CIC peaks. (C) Heatmap of cerebellar *Atxn1*^*154Q/2Q*^ differentially expressed genes (DEGs). (D) CIC signal plot at *Atxn1*^*154Q/2Q*^ DEGs with CIC peaks. (E) H3K27ac signal plot throughout promoter and gene body at *Atxn1*^*154Q/2Q*^ DEGs. (F) Quantification of CIC signal using the absolute value log_2_ fold change of *Atxn1*^*154Q/2Q*^ and *Atxn1*^*154Q[V591A;S602D]/2Q*^ compared with WT. (G) Quantification of H3K27ac signal using the absolute value log_2_-fold change of *Atxn1*^*154Q/2Q*^ and *Atxn1*^*154Q[V591A;S602D]/2Q*^ compared with WT. Mann-Whitney tests were used for (F) and (G). In each case, *, **, ***, ****, and ns denote p < 0.05, p < 0.01, p < 0.001, p < 0.0001, and p > 0.05, respectively. See also Figure S2.

**Figure 4.**
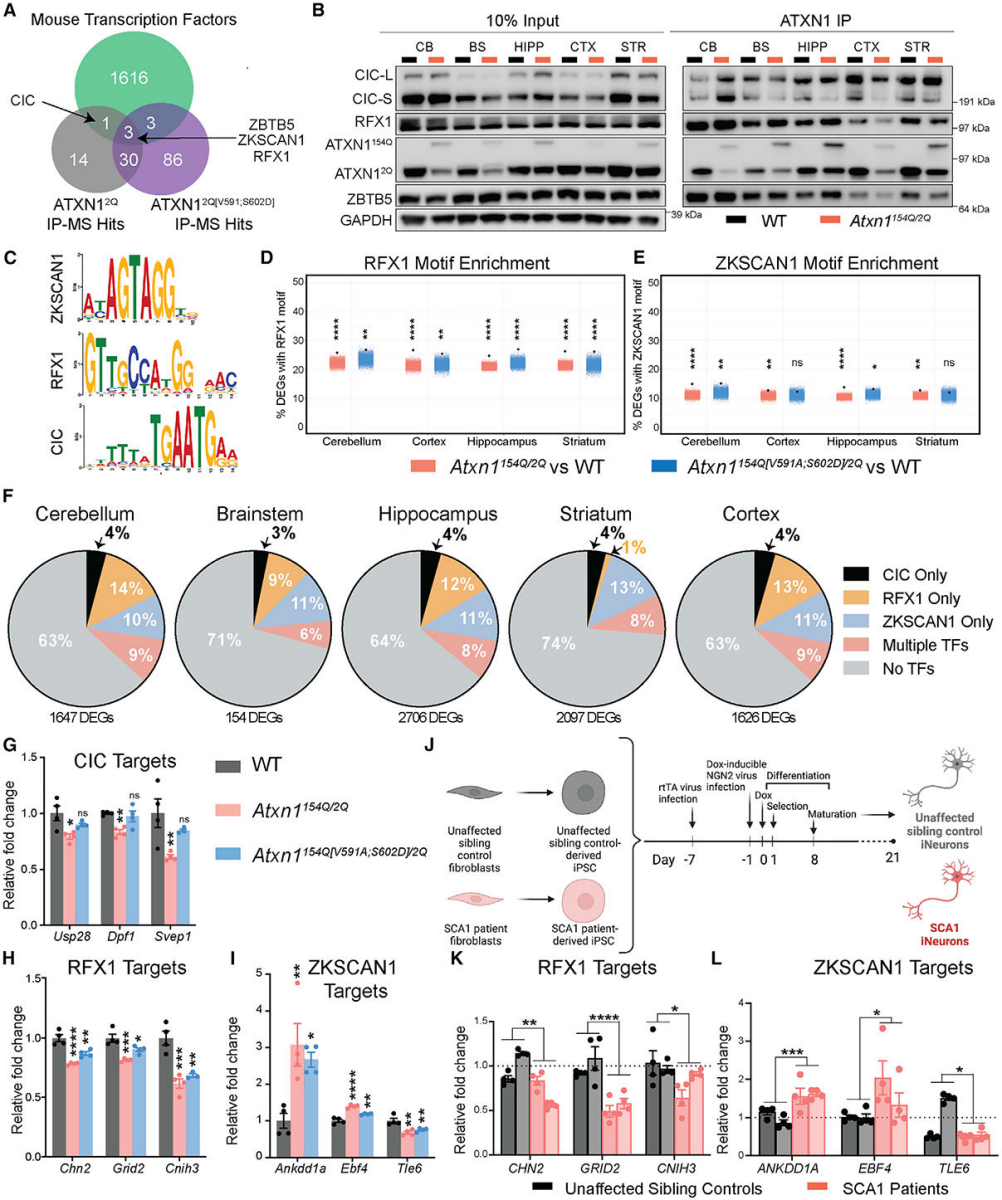
Additional ATXN1 interacting transcription factors regulate genes altered in SCA1 (A) Proteins identified by IP-MS of ATXN1 in cerebellar tissue at 4 weeks of age and intersected with mouse transcription factors. (B) IP of ATXN1 and blotting for transcription factors CIC, RFX1, and ZBTB5 in 4-week cerebellar tissue. (C–E) (C) Comparison of available consensus motifs for RFX1, ZKSCAN1, and CIC. Jitter plot of (D) RFX1 and (E) ZKSCAN1 motif enrichment in *Atxn1*^*154Q/2Q*^ and *Atxn1*^*154Q[V591A;S602D]/2Q*^ DEGs by brain region. The black dot indicates % DEGs with motif within 1 kb of the transcriptional start site from each respective RNA-seq dataset. Colored jitter plot represents the % of non-DEGs with motif calculated over 10,000 random iterations. (F–I) (F) Pie charts of *Atxn1*^*154Q/2Q*^ DEGs parsed by which contain CIC, RFX1, or ZKSCAN1 peaks analyzed across brain regions. “Multiple TFs” refers to *Atxn1*^*154Q/2Q*^ DEGs that contain transcription factors motifs from two or more factors. Bar plots of relative normalized RNA-seq gene counts of *Atxn1*^*154Q/2Q*^ DEGs in the cerebellum that contain a (G) CIC, (H) RFX1, or (I) ZKSCAN1 peak. (J–L) (J) Cartoon demonstrating differentiation process of SCA1 and healthy patient control iPSCs into iNeurons. Cartoon generated using Biorender.com. Bar chart demonstrating RT-qPCR RNA expression data from genes regulated by (K) RFX1 or (L) ZKSCAN1 in human iPSC-derived iNeurons. Each bar represents an original biological sample collected (2 healthy controls and 2 SCA1 patients), and each data point within the bar represents a line generated from that sample (n = 4). One-way ANOVAs with Dunnett’s multiple comparisons test were used for (G), (H), and (I). t tests were used in (K) and (L). in each case, *, **, ***, **** and ns denote p < 0.05, p < 0.01, p < 0.001, p < 0.0001 and p > 0.05, respectively. All data are represented as mean ± SEM. See also Figure S3.

**Table:** KEY RESOURCES TABLE

REAGENT or RESOURCE	SOURCE	IDENTIFIER
Antibodies		
Rabbit Polyclonal Anti-ATXN1	In house (Servadio et al.^27^)	11750, RRID:AB_2721278
Rabbit Polyclonal Anti-CIC	In house (Lam et al.^7^)	RRID:AB_2721281
Mouse Monoclonal Anti-GAPDH	Jackson ImmunoResearch	Cat # #715-035-150, RRID:AB_2107426
Rabbit Monoclonal Anti-H3K27ac	Cell Signaling	Cat# 8173,RRID:AB_10949503
Rabbit Polyclonal Anti-CAR8	Proteintech	Cat# 12391-1-AP, RRID:AB_2066277
Rabbit Polyclonal Anti-Mouse IP3R1	Thermo Fisher Scientific	Cat# PA1-901, RRID:AB_2129984
Rabbit Polyclonal Anti-RFX1	Bethyl	Cat# A303-043A, RRID:AB_10754499
Rabbit Polyclonal Anti-ZBTB5	Atlas Antibodies	Cat# HPA021521, RRID:AB_2670736
Critical commercial assays		
miRNeasy Mini Kit RNA Isolation	Qiagen	Cat# 217004
Next II DNA Ultra Kit	New England BioLabs	Cat# E7645S
Unique Combinatorial Dual index kit	New England BioLabs	Cat# E6442S
Deposited data		
WT, *Atxn1^154Q/2Q^* and *Atxn1^154Q[V591A;S602D]/2Q^* RNA-seq	This Paper	GEO: GSE218283
CIC & H3K27ac CUT&RUN	This Paper	GEO: GSE218301
Entire RNA-seq & CUT&RUN Dataset	This Paper	GEO: GSE218302
WT and *Engrailed-1-Cre; Cic^flox/flox^* RNA-seq	Rousseaux et al.^9^	GEO: GSE108254
RFX1 ChIP-seq	Creyghton et al.^24^	GEO: GSM594584
ZKSCAN1 ChIP-seq	Yue et al., 2014^25^	GEO: GSM1003779
Experimental models: Cell lines		
The generation of iPSC-derived neurons from an SCA1 kindred is described in detail in the STAR Methods	This paper	Available upon request
Experimental models: Organisms/strains		
Mouse: C57BL6/J	The Jackson Laboratory	RRID:IMSR_JAX:005304
Mouse: *Atxn1*^2Q/−^ (over null)	Matilla et al.^28^	RRID:IMSR_JAX:029025
Mouse: *Atxn1^154Q/2Q^*	In House (Watase et al.^10^)	RRID:IMSR_JAX:005601
Mouse: *Atxn1^154Q[V591A;S602D]/2Q^*	This Paper	JAX Stock # 037673
Mouse: *Atxn1^2Q[V591A;S602D]/2Q^*	This Paper	JAX Stock # 037674
Mouse: *Engrailed-1-Cre*	Kimmel et al., 2000^29^	RRID:IMSR_JAX:007917
Mouse: *Cic^flox/flox^*	Lu et al.^18^	RRID:IMSR_JAX:030555
Oligonucleotides		
ssODN for V591A;S602D mice: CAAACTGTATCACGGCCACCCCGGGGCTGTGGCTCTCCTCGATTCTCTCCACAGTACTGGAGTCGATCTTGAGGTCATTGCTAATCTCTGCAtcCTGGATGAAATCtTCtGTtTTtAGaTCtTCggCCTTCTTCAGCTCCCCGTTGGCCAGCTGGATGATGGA	This paper/IDT	NA
crRNA for V591A;S602D mice: GGTGGAGGACCTGAAGACGG	This paper/IDT	NA
tracrRNA for V591A;S602D mice	IDT	Cat# 1072532
qPCR Primers	This paper/Sigma	See Table S1
Genotyping Primers	This paper/Sigma	See STAR Methods Details
Software and algorithms		
IGV v2.11.1	Robinson et al.^30^	https://software.broadinstitute.org/software/igv/
Clusterprofiler v4.0.5	Yu et al.^31^	https://bioconductor.org/packages/release/bioc/html/clusterProfiler.html
UpsetR v1.4.0	Conway et al.^32^	https://upset.app/
STAR v2.7.2d	Dobin et al.^33^	https://github.com/alexdobin/STAR
DESeq2 v1.32.0	Love et al.^34^	https://bioconductor.org/packages/release/bioc/html/DESeq2.html
Trimmomatic v0.36	Bolger et al.^35^	http://www.usadellab.org/cms/?page=trimmomatic
Bedtools v2.29.1	Quinlan et al.^36^	https://bedtools.readthedocs.io/en/latest/
MACSr v1.00	Hu, 2022^37^	https://www.bioconductor.org/packages/release/bioc/html/MACSr.html
MEME suite v4.11.2	Bailey et al.^38^	https://meme-suite.org/meme/
Deeptools v3.5.1	Ramírez et al.^39^	https://deeptools.readthedocs.io/en/develop/

How the deposited data were processed for this re-analysis (not part of the article)

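RNA-seq counts from 59 libraries of 12 mice aged 10 weeks were analyzed, from the cerebellum, brainstem, hippocampus, striatum, and cortex of 4 WT, 4 *Atxn1* 154Q/2Q, and 4 *Atxn1* 154Q[V591A;S602D]/2Q mice, with 3 *Atxn1* 154Q[V591A;S602D]/2Q libraries in the brainstem and 4 libraries in every other group. Each library is 1 mouse and 1 region, and the mouse was the unit of replication. Region, genotype, and mouse were taken from the sample labels, and a mouse is named by its genotype and number there (WT-70, 154Q-69, or 154Q-AXH-207, for example, with 154Q-AXH for *Atxn1* 154Q[V591A;S602D]/2Q). The authors trimmed reads with Trimmomatic, aligned them with STAR to GRCm38.p6 with the GENCODE M18 annotation, and counted read pairs per gene. The values are whole counts without normalization. Each file gives counts without regard to strand and for each strand. The first strand held from 48.9% to 50.1% of the stranded counts, so the counts without regard to strand were used. Normalizing them with DESeq2 gave the mean counts of the held part of Table S2 to a median log2 ratio of 0.041 in the cerebellum (1992 genes) and -0.015 in the brainstem (1341 genes), and 1 strand gave -0.91 and -0.94. The 4 summary lines and 1 line for a human transgene, with at most 53 counts, were left out, which leaves 54232 mouse genes. Gene positions and symbols come from GENCODE M21 for GRCm38, the same genome build as in the paper, and 54165 of the genes had a position.

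From 75.3% to 81.2% of read pairs were counted on a gene, 4.72% to 6.88% were unmapped, 3.88% to 5.51% mapped to several places, 3.73% to 9.90% lay on no gene, and 4.36% to 5.33% lay on overlapping genes. The median library held 85.4 M counted read pairs in the cerebellum, 89.6 M in the brainstem, 83.1 M in the hippocampus, 35.3 M in the striatum, and 39.7 M in the cortex. The 10 most counted genes of a library held from 5.17% to 8.13% of its counts.

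For each region, genes were kept by edgeR's filterByExpr with genotype as the group, libraries were scaled by TMM, and 1 model of the 3 genotypes was fitted with edgeR 4.0.16 in R 4.3.3 (glmQLFit without the legacy dispersion, glmQLFTest). The comparisons were *Atxn1* 154Q/2Q with WT, *Atxn1* 154Q[V591A;S602D]/2Q with WT, and *Atxn1* 154Q[V591A;S602D]/2Q with *Atxn1* 154Q/2Q. A gene was called a DEG at a Benjamini-Hochberg adjusted p value under 0.05. Standard errors of log2 fold changes are the absolute log2 fold change divided by the square root of F. Values in CPM use TMM-scaled library sizes, and log2 CPM values use a prior count of 2. A *Atxn1* 154Q/2Q DEG was counted as rescued when it was not a DEG in *Atxn1* 154Q[V591A;S602D]/2Q mice. The slope of *Atxn1* 154Q[V591A;S602D]/2Q on *Atxn1* 154Q/2Q log2 fold changes was fitted through 0 over the *Atxn1* 154Q/2Q DEGs. Counts were simulated from negative binomial distributions with the fitted means, dispersions, and library sizes, in 20 draws per region, with *Atxn1* 154Q[V591A;S602D]/2Q mice given the *Atxn1* 154Q/2Q means, the pooled mutant means, the WT means, or 0.5 of the *Atxn1* 154Q/2Q change. The pooled means and 0.5 of the change were added after the data were seen. Each gene was drawn independently. The interaction of genotype and region was tested in 1 edgeR model of all WT and *Atxn1* 154Q/2Q libraries.

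Genes with a CIC peak were taken from Table S6 and matched by symbol. Their share in DEGs was compared with 10000 random sets of as many tested genes that were not called, drawn from all such genes or matched on mean expression in 20 bins, with one-sided permutation p values, and by Fisher's exact test. DEGs with a gene start within 10 Mb of *Atxn1* were compared with the other genes by Fisher's exact test, and their slope with that of 10000 random sets of as many DEGs elsewhere. The genes named are those that the paper names for these data or as a factor, the 3 raised and 3 lowered *Atxn1* 154Q/2Q DEGs of each region with the lowest adjusted p values among those whose *Atxn1* 154Q/2Q libraries all lie outside the range of the WT libraries, and *Xist* and *Ddx3y*. Other genes are said to be chosen after their values were seen. Some genes that were examined are not reported here, and counts over named genes and over groups of libraries leave them out.

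The alternatives tried were DESeq2 1.42.0 with its default settings, DESeq2 size factors in edgeR, no filter on low counts, fits of only the 2 genotypes compared, the mouse number series (the numbers in the mouse names form a lower and a higher series), the level of *Xist*, or the level of *Ttr* as a covariate, the counts of 1 strand, an exchange or removal of the pair of cortical libraries whose file names and labels disagree, separate WT mice for the 2 mutant genotypes, windows of 5 and 20 Mb, mouse as a block in the interaction model, and leaving out each library in turn. The mouse numbers occur in every region, but they were not used for pairing in the fits of a region, where each mouse gives 1 library. Across pairs of regions, the median correlation of a mouse's deviations from its group mean lay between -0.170 and 0.137, so mouse was used as a block only as an alternative.

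The fits were tested on simulated data with the cerebellar means, dispersions, and library sizes, in which 200 genes were changed. Over 5 draws, edgeR called 69.3% of the changed genes, and 4.66% of its calls were unchanged genes. DESeq2 called 72.7%, and 18.0% of its calls were unchanged genes. Libraries were also checked for *Xist* and *Ddx3y*, for marker genes of the other regions (chosen from the WT libraries of these data), for 12 choroid plexus markers, and for the mouse they resemble across regions, by correlating deviations from the region mean with the mean deviations of each mouse in the other 4 regions, over the 200 autosomal genes that differ most between mice. Genotype contributes to these correlations. On simulated mice this assigned 100% of 60 libraries to the right mouse. Motif counts near gene starts and KEGG pathways were not analysed here, because they need a genome sequence and gene sets that were not used here. CUT&RUN signal, proteomic, and human cell data were not analysed here. The RFX1 and ZKSCAN1 peak tables were held only in part and were not used.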

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

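The tests of the hippocampal library of mouse 154Q-76, of the cortical library of mouse WT-221, and of *Xist* and *Ddx3y* were chosen only after the result was seen. Single libraries far from the others of their group were looked for in 103 groups of 4 libraries, on *Xist*, *Ddx3y*, marker genes of other regions, slopes, and the genes of Fig. 4G–I. Of these groups, 18 held such a library, and chance gives about 5.2. Most of them come from *Xist* and *Ddx3y*, which mark the sex of a mouse.

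The change in *Atxn1* 154Q/2Q mice differed between the 5 regions at 1334 genes by a test of the interaction. Only 1 of the 35 splits of the 8 mice gave as many genes, and the next highest split, mice WT-70 and WT-77 with 154Q-71 and 154Q-76, gave 210. The count was 705 without the brainstem, 1551 with mouse as a block, and from 572 (without mouse WT-221) to 1233 (without mouse WT-70) when 1 mouse was left out. A lower depth in the brainstem as the reason for its few DEGs is argued against by its median of 89555042 counted read pairs, the highest of the 5 regions. Striatal and cortical libraries held fewer read pairs, which lowers the power there, but a difference between regions past the threshold is not produced by low power. The regions were sequenced to different depths, so a difference between their libraries in preparation may add to the interaction and was not tested. A biological difference between brain regions stays open.

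The libraries split on *Xist* and *Ddx3y* (log2 CPM). In the *Atxn1* 154Q/2Q mice, *Ddx3y* of mouse 154Q-75 was far below the others, at -1.40 in the cerebellum, -1.13 in the brainstem, -2.68 in the hippocampus, -0.0034 in the striatum, and -0.44 in the cortex. In the *Atxn1* 154Q[V591A;S602D]/2Q mice, mouse 154Q-AXH-217 held *Xist* at 10.05 in the cerebellum, 9.91 in the hippocampus, 9.18 in the striatum, and 8.77 in the cortex, and *Ddx3y* at -0.77, -3.54, 0.061, and 0.36 in the same regions. Mouse 154Q-75 held *Xist* between 8.71 (brainstem) and 10.17 (cerebellum). The 2 mice show this in every region in which they have a library, so a swap of single libraries is argued against. High *Xist* with almost no *Ddx3y* is the pattern of female mice, and the labels do not give sex. Each mutant genotype thus holds 1 mouse with this pattern. No WT library shows it apart from the cortical one labelled mouse WT-221. Among 59 libraries, 48 held *Ddx3y* without *Xist*, 10 held *Xist* without *Ddx3y*, and 1 held both. Sex may change the DEG counts. With the level of *Xist* as a covariate, 588 hippocampal genes were called in *Atxn1* 154Q/2Q mice, against 1268 without it. Since the hippocampal library with both genes enters that covariate, this value does not separate sex from that library. In the striatum, *Ddx3y* of mouse WT-77 was at 5.95, close to the 6.18 of the other WT mice, and is far only relative to their narrow spread.

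The hippocampal library labelled mouse 154Q-76 held brainstem marker genes at a median of 52.2% of their WT brainstem level, against 0.437% to 1.38% in the other 11 hippocampal libraries. All 36 markers were above every other hippocampal library, and so were the 20 brainstem genes with the highest counts among those tested. *Hoxb5* (27.4 CPM, against at most 0.192 in the other hippocampal libraries and 36.7 in the WT brainstem) and *Slc6a5* (262 CPM, against at most 1.33 and 593) are examples chosen after their values were seen. The library held both *Xist* (7.51 log2 CPM) and *Ddx3y* (5.71). A low library size is argued against, since its 106942535 counted read pairs are the most among hippocampal libraries. A mixture with brainstem tissue of a female mouse is a candidate explanation, and the 52.2% would put the share near 0.5, but whether tissue, RNA, or reads were mixed cannot be read from counts. Over the 200 autosomal genes that differ most between mice, the library correlated most with mouse 154Q-AXH-217 (0.359, against 0.268 for mouse 154Q-76), which held *Xist* and has no brainstem library among the 59. Material of that mouse is a possible explanation that these low correlations leave open. No biological explanation was tested. Without this library, *Atxn1* 154Q[V591A;S602D]/2Q mice had 786 hippocampal DEGs with a rescued share of 58.4%, against 279 and 81.4% with it. The markers were picked from the WT libraries of these data. Among the other pairs of a library and a region's markers, the highest median was 7.06% (cerebellum markers in the brainstem of mouse 154Q-AXH-209).

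The cortical library labelled mouse WT-221 held *Ddx3y* at -0.092 log2 CPM, far below the other WT cortical libraries, and *Xist* at 8.90. The other 4 libraries of that mouse held *Ddx3y* between 6.18 and 7.30 and *Xist* at no more than 2.58. A library from another mouse than the one in its label is a candidate explanation, on which the *Xist* level of 8.90 bears. Over the 200 autosomal genes that differ most between mice, the library correlated most with mouse WT-221 (0.513, against 0.414 for mouse WT-220), but genotype contributes to these correlations and a WT mouse outside the 12 is not compared, so this does not count against another mouse. Which mouse the library comes from stays open. Without it, *Atxn1* 154Q/2Q mice had 1418 cortical DEGs and *Atxn1* 154Q[V591A;S602D]/2Q mice 868.

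The striatal library of mouse WT-220 had a slope of -0.155 on the *Atxn1* 154Q/2Q change, below the other WT mice (0.0339 to 0.0708). Without it, *Atxn1* 154Q[V591A;S602D]/2Q mice had 610 striatal DEGs and a rescued share of 53.8%, against 249 and 77.1%. In the cerebellum, mouse 154Q-AXH-217 held striatal marker genes at a median of 0.979% of their WT striatal level, against at most 0.478% in the other *Atxn1* 154Q[V591A;S602D]/2Q mice. Whether this small difference moves a call was not tested. Without this library, the comparison of cerebellar rescued shares by CIC peak was not past its threshold (Fisher's exact test, p = 0.146). That comparison was not past it in 9 of 12 fits that left out 1 library. With 103 groups examined, isolated libraries of this kind come up by chance about 5.2 times. No biological explanation was tested for these 2 libraries.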

How the results depend on the processing

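The alternatives were set before the data were examined, apart from the level of *Ttr* as a covariate, DESeq2 with the pair of cortical libraries exchanged, DESeq2 with 1 library left out, the pooled and halved simulations, and the comparison of rescued shares by CIC peak, which were chosen after seeing the data. Motif enrichment near gene starts was not run, since it needs a genome sequence. With DESeq2 size factors in edgeR, all 35 results that could be recomputed stayed within 1.5 times the count, within 1 SD, or on the same side of the threshold. Over the alternatives below, slopes of *Atxn1* 154Q[V591A;S602D]/2Q on *Atxn1* 154Q/2Q changes lay between 0.486 and 0.875, and all were above 0. Draws with equal means in both mutant genotypes also gave slopes under 1, from 0.665 to 0.875 in the brainstem and from 0.861 to 0.910 in the cortex. The draws were fitted only with edgeR on all libraries and without a covariate, so these ranges do not apply to the alternatives, in which the slope rose to 0.732 in the brainstem (without mouse WT-221) and to 0.875 in the cortex (without mouse WT-220). The slope had a value inside these ranges in 10 of 20 alternatives in the brainstem and 1 of 23 in the cortex. The brainstem had the fewest *Atxn1* 154Q/2Q DEGs in all 31 settings that gave a count for it and other regions. The share of lowered cerebellar DEGs with a CIC peak stayed past its threshold in every setting but the sets matched on expression. Where a cause is not named, the cause was not tested.

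With DESeq2, *Atxn1* 154Q/2Q DEGs rose to 1719 in the cerebellum (from 1089), 392 in the brainstem (117), 2154 in the hippocampus (1268), and 1711 in the striatum (1047). The *Atxn1* 154Q[V591A;S602D]/2Q DEGs rose to 1060 (462), 77 (3), 955 (279), and 598 (249) in the same regions. Genes that differed between *Atxn1* 154Q[V591A;S602D]/2Q and *Atxn1* 154Q/2Q mice rose to 122 in the cerebellum (7), 33 in the brainstem (0), and 45 in the hippocampus (0). Rescued shares fell to 55.4% in the cerebellum, 86.5% in the brainstem, 68.0% in the hippocampus, 68.3% in the striatum, and 45.1% in the cortex. The slope in the brainstem was 0.575, the share of DEGs called in 1 region 64.8%, and the share of raised cerebellar DEGs with a CIC peak 7.44% (one-sided permutation p = 0.094). On simulated data, 18.0% of DESeq2 calls were unchanged genes, against 4.66% with edgeR, so a part of the added calls may be false. With DESeq2 and the pair of cortical libraries exchanged, the cortical rescued share was 50.9%.

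With only the 2 genotypes compared in a fit, which leaves fewer libraries to estimate the spread, *Atxn1* 154Q/2Q DEGs were 619 in the cerebellum, 59 in the brainstem, and 841 in the hippocampus. The *Atxn1* 154Q[V591A;S602D]/2Q DEGs were 241 in the cerebellum, 1 in the brainstem, 488 in the hippocampus, and 73 in the striatum, and 54 cerebellar genes differed between *Atxn1* 154Q[V591A;S602D]/2Q and *Atxn1* 154Q/2Q mice. Rescued shares were 63.4% in the hippocampus, 92.7% in the striatum, and 29.8% in the cortex, slopes 0.704 in the cerebellum and 0.700 in the hippocampus. In the cerebellum, 60 DEGs had a CIC peak, and in the brainstem 0% did. The hippocampal fit of *Atxn1* 154Q[V591A;S602D]/2Q and WT leaves out the *Atxn1* 154Q/2Q library that held brainstem markers.

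With the mouse number series as a covariate, *Atxn1* 154Q/2Q DEGs were 19 in the brainstem, 675 in the hippocampus, 234 in the striatum, and 797 in the cortex, and *Atxn1* 154Q[V591A;S602D]/2Q DEGs 1475 in the cerebellum, 111 in the hippocampus, 149 in the striatum, and 571 in the cortex. In the cerebellum, 80 genes differed between *Atxn1* 154Q[V591A;S602D]/2Q and *Atxn1* 154Q/2Q mice. Rescued shares were 90.8% in the hippocampus and 62.8% in the striatum, and slopes 0.526 in the cerebellum, 0.536 in the brainstem, 0.575 in the hippocampus, and 0.629 in the striatum. The share of striatal DEGs with a CIC peak was 8.55%, and the share of DEGs called in 1 region 80.3%. Each mutant genotype lies in 1 series, so this fit compares it through 2 WT mice per series. With separate WT mice for the 2 genotypes, slopes were 0.722 in the brainstem and 0.716 in the hippocampus, over only 4 and 71 *Atxn1* 154Q/2Q DEGs.

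With the level of *Xist* as a covariate, hippocampal DEGs were 588 in *Atxn1* 154Q/2Q and 183 in *Atxn1* 154Q[V591A;S602D]/2Q mice, with a rescued share of 75.2% and a slope of 0.707, and 74.3% of DEGs were called in 1 region. With the level of *Ttr*, 18 cerebellar, 9 brainstem, and 10 hippocampal genes differed between *Atxn1* 154Q[V591A;S602D]/2Q and *Atxn1* 154Q/2Q mice, and *Atxn1* 154Q[V591A;S602D]/2Q mice had 162 hippocampal DEGs with a rescued share of 87.5%. Without the filter on low counts, 29 cerebellar genes differed between *Atxn1* 154Q[V591A;S602D]/2Q and *Atxn1* 154Q/2Q mice, slopes were 0.542 in the cerebellum and 0.486 in the hippocampus, and rescued shares 74.2% in the striatum and 44.4% in the cortex. With the counts of 1 strand, which are close to 0.5 of the counts, rescued shares were 69.95% in the cerebellum, 83.4% in the hippocampus, and 72.02% in the striatum, and 71.6% of DEGs were called in 1 region. The log2 fold change of *Atxn1* in *Atxn1* 154Q/2Q mice turned to -0.0029 in the cerebellum and -0.045 in the striatum, and the difference in rescued share between cortical DEGs with and without a CIC peak turned to 2.19 percentage points.

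With the labels of the pair of cortical libraries exchanged, 1 cortical gene differed between *Atxn1* 154Q[V591A;S602D]/2Q and *Atxn1* 154Q/2Q mice, the rescued share was 55.0%, and the slope 0.741. Without the pair, *Atxn1* 154Q[V591A;S602D]/2Q mice had 800 cortical DEGs with a rescued share of 63.8% and a slope of 0.728. When a rescued gene had also to differ between *Atxn1* 154Q[V591A;S602D]/2Q and *Atxn1* 154Q/2Q mice toward WT, the rescued share was 0.643% in the cerebellum and 0% in the brainstem, hippocampus, striatum, and cortex, where no gene differed in that comparison (unadjusted p values under 0.05 for 1163, 2356, 601, and 1241 genes). Against random genes matched on expression, lowered cerebellar DEGs had a CIC peak in 0.496 percentage points more (one-sided permutation p = 0.341), and raised ones in 0.811 more (p = 0.286), so the higher expression of DEGs accounts for most of their excess. The interaction gave 705 genes without the brainstem, which leaves fewer libraries.

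For DEGs near *Atxn1*, DESeq2 gave odds ratios of 1.45 in the cerebellum (Fisher's exact test, p = 0.133) and 1.50 in the brainstem (p = 0.395). A window of 5 Mb gave 2.05 in the cerebellum (Fisher's exact test, p = 0.0678), 2.27 in the brainstem (p = 0.361), and 1.45 in the hippocampus (p = 0.347). A window of 20 Mb gave 1.09 in the brainstem (Fisher's exact test, p = 0.707), 1.29 in the hippocampus (p = 0.242), and 0.811 in the cortex (p = 0.340).

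When 1 library was left out, with edgeR and with DESeq2, the number of *Atxn1* 154Q/2Q DEGs lay from 732 (edgeR without mouse WT-221) to 2258 (DESeq2 without mouse WT-70) in the cerebellum, from 38 (edgeR without mouse WT-221) to 396 (DESeq2 without mouse 154Q-AXH-218) in the brainstem, from 704 (edgeR without mouse WT-220) to 2384 (DESeq2 without mouse 154Q-AXH-218) in the hippocampus, from 501 (edgeR without mouse 154Q-69) to 2243 (DESeq2 without mouse 154Q-AXH-217) in the striatum, and from 1389 (edgeR without mouse WT-220) to 2519 (DESeq2 without mouse 154Q-76) in the cortex. The number of *Atxn1* 154Q[V591A;S602D]/2Q DEGs lay from 160 (edgeR without mouse 154Q-AXH-207) to 1322 (DESeq2 without mouse WT-70) in the cerebellum, from 1 (edgeR without mouse WT-221) to 93 (DESeq2 without mouse 154Q-75) in the brainstem, from 105 (edgeR without mouse WT-221) to 1539 (DESeq2 without mouse 154Q-76) in the hippocampus, from 101 (edgeR without mouse 154Q-AXH-209) to 1023 (DESeq2 without mouse WT-220) in the striatum, and from 826 (edgeR without mouse 154Q-AXH-207) to 1921 (DESeq2 without mouse 154Q-71) in the cortex. Genes that differed between *Atxn1* 154Q[V591A;S602D]/2Q and *Atxn1* 154Q/2Q mice numbered from 2 (edgeR without mouse 154Q-69) to 186 (DESeq2 without mouse WT-70) in the cerebellum, from 0 (edgeR without mouse WT-70) to 76 (DESeq2 without mouse 154Q-76) in the brainstem, from 0 (edgeR without mouse WT-70) to 530 (DESeq2 without mouse 154Q-AXH-207) in the hippocampus, from 0 (edgeR without mouse WT-70) to 10 (DESeq2 without mouse WT-220) in the striatum, and from 0 (edgeR without mouse WT-70) to 51 (DESeq2 without mouse 154Q-76) in the cortex. With edgeR alone, this last number was 0 in the striatum and cortex in all 12 fits, where 601 and 1241 genes had an unadjusted p value under 0.05 with all libraries.

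The rescued share (%) lay from 50.8 (DESeq2 without mouse 154Q-75) to 84.3 (edgeR without mouse 154Q-AXH-207) in the cerebellum, from 80.5 (DESeq2 without mouse 154Q-71) to 98.9 (edgeR without mouse 154Q-AXH-218) in the brainstem, from 50.1 (DESeq2 without mouse 154Q-76) to 90.8 (edgeR without mouse 154Q-AXH-217) in the hippocampus, from 51.2 (DESeq2 without mouse WT-220) to 87.3 (edgeR without mouse 154Q-AXH-207) in the striatum, and from 33.2 (edgeR without mouse 154Q-71) to 62.7 (edgeR without mouse 154Q-AXH-207) in the cortex. With edgeR, the slope lay from 0.542 (edgeR without mouse 154Q-69) to 0.713 (edgeR without mouse WT-220) in the cerebellum, from 0.583 (edgeR without mouse 154Q-76) to 0.732 (edgeR without mouse WT-221) in the brainstem, from 0.540 (edgeR without mouse 154Q-71) to 0.706 (edgeR without mouse 154Q-76) in the hippocampus, and from 0.752 (edgeR without mouse 154Q-76) to 0.875 (edgeR without mouse WT-220) in the cortex. The share of brainstem DEGs with a CIC peak (%) lay from 0 (edgeR without mouse WT-70) to 3.42 (edgeR without mouse 154Q-76), and that of raised cerebellar DEGs from 6.54 (edgeR without mouse WT-77) to 8.62 (edgeR without mouse WT-70). The share of DEGs called in 1 region (%) lay from 67.5 (edgeR without mouse 154Q-AXH-217) to 76.1 (edgeR without mouse 154Q-75), and the interaction gave from 572 (edgeR without mouse WT-221) to 1233 (edgeR without mouse WT-70) genes. Odds ratios near *Atxn1* lay from 1.22 (edgeR without mouse 154Q-76) to 1.94 (edgeR without mouse WT-70) in the cerebellum, from 1.21 (edgeR without mouse 154Q-75) to 3.12 (edgeR without mouse WT-221) in the brainstem, from 1.13 (edgeR without mouse WT-221) to 2.21 (edgeR without mouse 154Q-71) in the hippocampus, and from 0.937 (edgeR without mouse WT-70) to 1.59 (edgeR without mouse WT-220) in the striatum. The log2 fold change of *Dpf1* in *Atxn1* 154Q[V591A;S602D]/2Q mice lay from -0.098 (without mouse 154Q-AXH-218) to 0.014 (without mouse 154Q-AXH-217), and that of *Atxn1* in *Atxn1* 154Q/2Q mice from -0.044 (without mouse 154Q-69) to 0.12 (without mouse WT-220) in the cerebellum and from -0.030 (without mouse WT-221) to 0.16 (without mouse WT-220) in the striatum. Fewer libraries remain in these fits, which widens the ranges.

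Of the values for named genes under all alternatives, 922 stayed on the same side of the threshold with the same direction, 31 were weaker, 10 stronger, and 10 reversed. Depth limits the low-count genes. In the striatum and cortex, with medians of 35.3 and 39.7 M counted read pairs, 18408 and 18610 genes passed the filter, against 20874 in the cerebellum.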

Differences from the paper's values

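Below, a gap is called closed when a count comes within 1.5 times the paper's number, so a closed gap can still leave a difference. In the cerebellum, the paper gives 1647 DEGs in *Atxn1* 154Q/2Q mice, against 1089 here. DESeq2 gave 1719, and edgeR gave 1337 without mouse WT-70 and 1288 without mouse WT-77. The other alternatives set before the data were examined did not close the gap (619 with only the 2 genotypes compared, 959 without the filter on low counts). The paper's methods name DESeq2. With the level of *Ttr* as a covariate the count was 1332, and with DESeq2 and 1 library left out it was from 1269 to 2258 in 12 of 12 fits, settings that were chosen after seeing the values. The paper gives approximately 100 M paired-end reads per sample, and the mean number of read pairs was 47.0 M in the striatum and 49.2 M in the cortex, or 93.9 M and 98.5 M single reads, which closes this gap. In single reads, the means in the cerebellum, brainstem, and hippocampus were 223 M, 235 M, and 221.4 M (112 M, 117 M, and 111 M read pairs), so neither unit brings all 5 regions within 1.5 times the paper's number. The alternatives set before the data were examined do not change these numbers.

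The paper's Fig. 2F shows raised DEGs in *Atxn1* 154Q/2Q mice, read by eye, of about 700 in the cerebellum in Fig. 2F, against 438 here. DESeq2 gave 793 and leaving out mouse WT-70 gave 557, and the other alternatives set before the data were examined did not close the gap. For the brainstem, it was about 50 in Fig. 2F, against 30 here, and none of the alternatives set before the data were examined closed the gap (133 with DESeq2, 33 without the filter on low counts). For the hippocampus, it was about 1200 in Fig. 2F, against 541 here, and DESeq2 (906) alone among the alternatives set before the data were examined closed the gap. For the striatum, it was about 590 in Fig. 2F, against 353 here. DESeq2 (734), DESeq2 size factors in edgeR (405), and leaving out mouse 154Q-AXH-217 (572) closed the gap, and the other alternatives set before the data were examined did not. Among settings chosen after seeing the values, the level of *Ttr* as a covariate gave 550 in the cerebellum and 35 in the brainstem, and DESeq2 without 1 library came within 1.5 times the paper's number in 11 of 12 (569 to 910) fits in the cerebellum, 2 of 11 (60 to 70) in the brainstem, 4 of 12 (807 to 987) in the hippocampus, and 11 of 12 (445 to 794) in the striatum.

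For lowered DEGs in *Atxn1* 154Q/2Q mice, the paper shows about 1500 in the hippocampus in Fig. 2F, read by eye, against 727 here, and DESeq2 (1248) alone among the alternatives set before the data were examined closed the gap. It shows about 1100 in the striatum in Fig. 2F, against 694 here. DESeq2 (977), leaving out mouse WT-220 (798), and leaving out mouse 154Q-AXH-217 (883) closed the gap, and the other alternatives set before the data were examined did not. DESeq2 without 1 library, chosen after seeing the values, closed it in 9 of 12 (1018 to 1397) fits in the hippocampus and 9 of 12 (736 to 1244) in the striatum. For all *Atxn1* 154Q/2Q DEGs, the paper shows about 2700 in the hippocampus and about 2400 in the striatum in Fig. 2G, against 1268 and 1047 here. DESeq2 (2154 and 1711) alone among the alternatives set before the data were examined closed these gaps, as did DESeq2 without 1 library, chosen after seeing the values, in 6 of 12 (1915 to 2384) and 3 of 12 (1790 to 2243) fits.

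For raised DEGs in *Atxn1* 154Q[V591A;S602D]/2Q mice, the paper shows about 490 in the cerebellum in Fig. 2F, read by eye, against 226 here. DESeq2 (568) and the mouse number series as a covariate (639) closed the gap, and the other alternatives set before the data were examined did not. In the hippocampus it shows about 630 in Fig. 2F, against 135 here, and DESeq2 (448) alone among the alternatives set before the data were examined closed the gap. In the striatum it shows about 280 in Fig. 2F, against 51 here, and none of the alternatives set before the data were examined closed the gap (177 with DESeq2). In the cortex it shows about 270 in Fig. 2F, against 444 here. The gap was closed without the filter on low counts (386), with the counts of 1 strand (356), with the pair of cortical libraries exchanged (389) or left out (216), and without 1 WT or *Atxn1* 154Q[V591A;S602D]/2Q mouse in every case (from 225 to 358), and DESeq2 (677) and the other alternatives set before the data were examined did not close it. DESeq2 without 1 library, chosen after seeing the values, closed the gap in 11 of 12 (335 to 722) fits in the cerebellum, 4 of 12 (451 to 702) in the hippocampus, and 3 of 12 (195 to 276) in the striatum.

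For lowered DEGs in *Atxn1* 154Q[V591A;S602D]/2Q mice, the paper shows about 490 in the cerebellum in Fig. 2F, read by eye, against 236 here, and DESeq2 (492) alone among the alternatives set before the data were examined closed the gap. In the hippocampus it shows about 710 in Fig. 2F, against 144 here, and again DESeq2 (507) alone did. In the striatum it shows about 660 in Fig. 2F, against 198 here, and leaving out mouse WT-220 (501) alone among the alternatives set before the data were examined closed the gap (421 with DESeq2). In the cortex it shows about 560 in Fig. 2F, against 886 here. The mouse number series as a covariate (429), the counts of 1 strand (826), leaving out the pair of cortical libraries (584), and leaving out any 1 WT or *Atxn1* 154Q[V591A;S602D]/2Q mouse (from 601 to 836) closed the gap, and DESeq2 (1092) and the other alternatives set before the data were examined did not. DESeq2 without 1 library, chosen after seeing the values, closed the gap in 9 of 12 (356 to 617) fits in the cerebellum, 4 of 12 (505 to 837) in the hippocampus, 3 of 12 (452 to 747) in the striatum, and 1 of 12 (833) in the cortex.

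The paper's Fig. 2F gives a lower rescued share to the striatum than to the cortex, and here it was 77.1% in the striatum and 47.7% in the cortex. DESeq2 gave 68.3% and 45.1%, in the order found here, and leaving out mouse WT-220 or the pair of cortical libraries brought single values near the paper's (53.8% in the striatum, 63.8% in the cortex). Fig. 2F and Fig. 2G of the paper rank the *Atxn1* 154Q/2Q DEG counts of these 2 regions in opposite orders. Here, the cortex had more DEGs (2066) than the striatum (1047), the order of Fig. 2F. The paper finds more CIC peaks than in random genes among lowered cerebellar DEGs only, and here raised DEGs passed too (8.90%, one-sided permutation p = 0.0043). With DESeq2 they did not (7.44%, one-sided permutation p = 0.094), nor in 7 of 12 edgeR fits that left out 1 library (one-sided permutation p up to 0.199, without mouse WT-77). The paper treats *Cnih3*, *Ebf4*, and *Tle6* as changed in *Atxn1* 154Q[V591A;S602D]/2Q mice too. Here, none of the 3 was called in the cerebellum of *Atxn1* 154Q[V591A;S602D]/2Q mice (log2 fold changes 0.24, 0.24, and -0.41). The paper used one-way ANOVA with Dunnett's test on these genes, and a call here is adjusted over all genes tested. A gene not called here is therefore not shown to be unchanged. *Ebf4* ranged from 4.68 to 5.60 CPM in WT and from 6.04 to 6.25 in *Atxn1* 154Q[V591A;S602D]/2Q libraries. *Tle6* ranged from 2.20 to 2.92 and from 1.66 to 1.94, and *Cnih3* from 3.14 to 3.56 and from 3.57 to 4.29. DESeq2 called *Ebf4* (adjusted p = 0.0284) and *Tle6* (0.0429), with Benjamini-Hochberg adjustment. The mouse number series as a covariate also called *Ebf4* (edgeR quasi-likelihood, adjusted p = 0.0194 with Benjamini-Hochberg adjustment). In the cerebellum, *Cnih3* was called in *Atxn1* 154Q/2Q mice only without mouse 154Q-76 (log2 fold change 0.90, edgeR quasi-likelihood, adjusted p = 0.0189 with Benjamini-Hochberg adjustment).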

Other observations

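The reassignment of mutant libraries, the test of library size in the brainstem, the tests of *Ttr*, the comparison of rescued shares with and without a CIC peak, and the test of slopes near *Atxn1* were chosen only after the result was seen. Whether an arbitrary grouping of libraries gives as many DEGs was tested on other splits into groups of the same sizes. For *Atxn1* 154Q/2Q against WT and for *Atxn1* 154Q[V591A;S602D]/2Q against WT, 1 of 35 splits gave as many DEGs as the real groups in each of the 5 regions, the real split itself. The next highest counts for *Atxn1* 154Q[V591A;S602D]/2Q against WT were 5 in the cerebellum, 1 in the brainstem, 3 in the hippocampus, 30 in the striatum, and 1 in the cortex. For *Atxn1* 154Q[V591A;S602D]/2Q against *Atxn1* 154Q/2Q, 1 of 35 splits gave as many as the 7 cerebellar genes, and in the other regions, where no gene was called, 35 of 35 splits gave as many. In the brainstem, a split that put mice 154Q-69 and 154Q-76 with 154Q-AXH-209 gave 135. Unadjusted p values under 0.05 for *Atxn1* 154Q[V591A;S602D]/2Q against *Atxn1* 154Q/2Q were found for 1163 genes in the brainstem, 2356 in the hippocampus, 601 in the striatum, and 1241 in the cortex.

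That the significance threshold alone gives the rescued shares was tested by simulation with equal means in both mutant genotypes. The highest share in 40 draws was 41.6% in the cerebellum, 79.1% in the brainstem, 45.0% in the hippocampus, 46.9% in the striatum, and 35.5% in the cortex, below the observed 66.8%, 97.4%, 81.4%, 77.1%, and 47.7%. These draws treat genes as independent and leave out effects that a library shares over many genes, so they may understate the spread. When the mutant libraries were reassigned to the 2 mutant genotypes, as large a share came from 1 of 70 assignments in the cerebellum, 1 of 35 in the brainstem, 2 of 70 in the hippocampus, 1 of 70 in the striatum, and 2 of 70 in the cortex, the real one included. In the cortex, the other was the exchange of the pair of libraries with conflicting names. That *Atxn1* 154Q[V591A;S602D]/2Q mice are unchanged from WT and the slope comes from the shared WT libraries was tested in the same way, and the highest slope was 0.174 in the cerebellum, 0.250 in the brainstem, 0.124 in the hippocampus, 0.129 in the striatum, and 0.126 in the cortex, below the observed 0.593, 0.651, 0.639, 0.734, and 0.832. A change in *Atxn1* 154Q[V591A;S602D]/2Q mice that is smaller than in *Atxn1* 154Q/2Q mice but not absent would give such shares and slopes. Groups with as many mice of each mutant genotype gave slopes down to 0.524 in the cerebellum and 0.604 in the hippocampus. In the striatum and cortex, such groups gave slopes down to 0.716 and 0.783. All 4 lie below the observed slopes, so the slopes alone leave open whether the change is smaller. In the direct comparison, edgeR called 7 genes in the cerebellum and 0 in each other region (1163 brainstem, 2356 hippocampal, 601 striatal, and 1241 cortical genes had an unadjusted p value under 0.05), where draws with equal means gave at most 5 calls in any region. DESeq2 called 122 genes in the cerebellum, 33 in the brainstem, and 45 in the hippocampus, and edgeR with the level of *Ttr* as a covariate 18, 9, and 10. In the cerebellum, edgeR called 80 genes with the mouse number series as a covariate and 54 with only the 2 genotypes compared. The draws were fitted only with edgeR on all libraries and without a covariate, so how many calls, and what shares and slopes, equal means give in the alternatives was not tested. That leaves open whether equal means are excluded in the settings with lower cortical shares, which were 33.2% without mouse 154Q-71, 35.0% without mouse 154Q-69, 29.8% with only the 2 genotypes compared, and 33.3% with DESeq2 without mouse 154Q-71, and in those with a higher slope in the brainstem (up to 0.732, without mouse WT-221). The mouse number series remains confounded with the mutant genotypes except through the WT mice. Within series, the order of DEG counts between the genotypes was reversed in 4 of 5 regions, so a difference between series may account for part of the shares. In the cerebellum and brainstem, series coincides among WT mice with the level of *Ttr* (10.36 and 11.43 log2 CPM in cerebella of the lower series against 5.61 and 3.60 in those of the higher, and 4.99 and 4.34 against 11.47 and 11.31 in the brainstem), so there the comparisons within series cannot be separated from choroid plexus in the dissected piece.

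The paper's Fig. 2F and these data put the brainstem lowest in DEGs. A lower library size there was tested as the reason, and the median of 89555042 counted read pairs, the highest of the 5 regions, argues against it. A biological difference stays open.

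For the pair of cortical libraries whose file names each give the other mouse, identity was tested against the libraries of the same mice in other regions. The library labelled mouse 154Q-76 correlated at 0.365 with the other libraries of mouse 154Q-76 and at 0.708 with those of mouse 154Q-AXH-207, and the library labelled mouse 154Q-AXH-207 at 0.606 with its own mouse and at 0.710 with mouse 154Q-76. Both favor the file names, the second by only 0.104. Exchanged labels are a candidate explanation. Genotype contributes to these correlations, and counts of *Atxn1* do not separate the 2 mutant genotypes. Over all 59 libraries, 53 resembled their own mouse most, so the method errs for some libraries. With the labels exchanged, the cortical rescued share was 55.0% and the slope 0.741.

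*Ttr* varied between 3.60 and 11.43 log2 CPM over cerebellar libraries and between 4.34 and 12.09 over brainstem libraries. Choroid plexus in the dissected piece was tested with 11 other marker genes of this tissue. In the 7 cerebellar and 7 brainstem libraries with high *Ttr*, 11 of 11 had a higher mean than in the 5 and 4 other libraries, and their mean in the libraries with low *Ttr* lay between -0.23 and 0.29 log2 CPM, near the floor. A difference between genotypes is argued against, because all 3 genotypes hold both kinds of library in both regions. Of the 11 mice with both regions, 9 had high *Ttr* in exactly 1 of them, which is consistent with a border of dissection that gave the tissue to either piece. The first principal component separated the 2 kinds and held 24.6% of the variance in the cerebellum and 26.9% in the brainstem. With *Ttr* as a covariate, chosen after seeing the data, *Atxn1* 154Q[V591A;S602D]/2Q and *Atxn1* 154Q/2Q mice differed at 18 cerebellar and 9 brainstem genes.

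Sequence around the knock-in allele that differs from that of the WT mice was a hypothesis set before the values were seen. It predicts more DEGs near *Atxn1*, changed alike in both mutant genotypes. Within 10 Mb, Fisher's exact test gave odds ratios of 1.77 in the cerebellum (16 of 181 genes called, p = 0.0411), 0.994 in the brainstem (1 of 187, p = 1), 1.82 in the hippocampus (19 of 186, p = 0.0183), 1.26 in the striatum (11 of 156, p = 0.484), and 1.41 in the cortex (24 of 161, p = 0.130). Adjusted over the 5 regions by Benjamini-Hochberg, these Fisher p values were 0.103, 1, 0.0913, 0.605, and 0.216, so none passed 0.05. A share of the DEGs on this stretch of chromosome 13 may come from such sequence. Since no odds ratio was past the threshold after adjustment, the explanation cannot be told apart from no effect in any of the 5 regions. Of the second part of the prediction, the slope of *Atxn1* 154Q[V591A;S602D]/2Q on *Atxn1* 154Q/2Q changes over the DEGs near *Atxn1* was 0.837 in the cerebellum, 0.787 in the hippocampus, 0.830 in the striatum, and 0.818 in the cortex, against 0.590, 0.638, 0.733, and 0.832 over the DEGs elsewhere. Against random sets of as many DEGs elsewhere, one-sided permutation p values were 0.0444, 0.204, 0.178, and 0.577, and none passed 0.05 after Benjamini-Hochberg adjustment over the 4 regions (adjusted permutation p = 0.178 in the cerebellum). Without mouse 154Q-76 the cerebellar odds ratio was 1.22, and without mouse WT-221 the hippocampal one was 1.13. *A330076C08Rik*, 1.75 Mb from *Atxn1* and chosen after its values were seen, had log2 fold changes of -1.16 in the cerebellum and -1.34 in the brainstem of *Atxn1* 154Q/2Q mice and -1.25 and -1.39 in *Atxn1* 154Q[V591A;S602D]/2Q mice.

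Among cerebellar *Atxn1* 154Q/2Q DEGs with a CIC peak, 45.9% were still called in *Atxn1* 154Q[V591A;S602D]/2Q mice. A higher expression of genes with a peak would make calls easier, so random sets of DEGs without a peak and with the same expression were drawn. They held 33.7% still called on average (95% of sets between 25.5% and 41.8%), with a one-sided permutation p of 0.0051, which argues against expression as the whole reason. The direction is opposite to that expected if loss of the ATXN1-CIC complex mainly restored genes with a CIC peak. The comparison pools 39 raised with 59 lowered DEGs and was not made on the lowered ones alone. It therefore does not test whether genes repressed by CIC are restored. The comparison of rescued shares was not past its threshold in 9 of 12 edgeR fits that left out 1 library (Fisher's exact test, p from 0.0689 to 0.526, the highest without mouse 154Q-71), with DESeq2 (-4.34 percentage points, Fisher's exact test, p = 0.335), without the filter on low counts (p = 0.0586), with only the 2 genotypes compared (p = 0.107), and with the level of *Xist* as a covariate (p = 0.108), so the difference may not hold beyond single settings. In the hippocampus the difference had the opposite direction (7.31 percentage points) and was past the threshold in 6 of 12 fits that left out 1 library, so no direction holds over the regions.

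*Rfx1*, *Zbtb5*, *Zkscan1*, *Cic*, and *Spry4* were called in none of the 10 comparisons of a mutant genotype with WT. Their smallest adjusted p values were 0.273, 0.691, 0.173, 0.460, and 0.153 (edgeR quasi-likelihood test with Benjamini-Hochberg adjustment). Over the 5 regions, WT means lay between 12.1 and 26.3 CPM for *Rfx1*, 11.0 and 17.6 for *Zbtb5*, 29.3 and 71.5 for *Zkscan1*, and 114 and 193 for *Cic*. *Etv5* was lowered in the cortex of both mutant genotypes (log2 fold changes -0.36 and -0.29, adjusted p = 0.00165 and 0.00982, the same test). *Spred1* was lowered in the striatum and cortex of *Atxn1* 154Q/2Q mice (-0.40 and -0.30, adjusted p = 0.00721 and 0.0265, the same test), and *Etv4* was raised in the cerebellum of *Atxn1* 154Q[V591A;S602D]/2Q mice (0.34, adjusted p = 0.0260, the same test), where *Atxn1* 154Q/2Q mice had 0.26 (adjusted p = 0.0570, the same test).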
